# Knocking Out TAAR5: A Pathway to Enhanced Neurogenesis and Dopamine Signaling in the Striatum

**DOI:** 10.3390/cells13221910

**Published:** 2024-11-19

**Authors:** Anastasia N. Vaganova, Zoia S. Fesenko, Evgeniya V. Efimova, Sergei A. Chekrygin, Daria D. Shafranskaya, Andrey D. Prjibelski, Nataliia V. Katolikova, Raul R. Gainetdinov

**Keywords:** trace amine-associated receptors, TAAR5, striatum, neurogenesis, neurogenesis, dopamine, medium spiny neurons, astrocytes, mice, knockout, gene expression profiling

## Abstract

The member of trace-amine associated receptor family, TAAR5 receptor was suggested to recognize tertiary amines, mostly in the olfactory system; however, knocking out the receptor TAAR5 in mice showed an enhancing effect on adult neurogenesis and dopamine neurotransmission in the striatum. To estimate the role of the TAAR5, we performed gene expression profiling of striatal samples from TAAR5 knockout (KO) mice and their wild-type littermates. The higher expression of several genes involved in dopaminergic signaling and the downregulation of genes associated with gliogenesis were revealed in TAAR5-KO mice. Meanwhile, the upregulating effect of TAAR5 knockout on genes was associated with neurogenesis and synaptogenesis. The estimation of cell-type relative abundance through the deconvolution of RNA sequencing data demonstrated that TAAR5-KO striatum samples contain more D2 dopamine receptor-expressing medium spiny neurons but fewer astrocytes than wild-type mice. Our findings indicate that previously identified improvement in cognitive functions and motor coordination in TAAR5-KO mice may activate genes involved in neurogenesis, synaptogenesis, and synapse organization in the striatum. These data suggest that the pharmaceutical targeting of TAAR5 may improve striatum-dependent cognitive or motor functions. At the same time, a more detailed investigation of future TAAR5 antagonists’ effect on glia development is necessary.

## 1. Introduction

Trace amines are endogenous compounds that are structurally very similar to monoamine neurotransmitters, such as dopamine, norepinephrine, and serotonin [1]. These neuroactive molecules are present in the central nervous system in quantities of less than 10 ng/g, at levels at least 100-fold below the classic neurotransmitters [2]. Receptors recognizing trace amines are known as trace amine-associated receptors (TAARs) and belong to the seventh transmembrane G protein-coupled receptor family [1].

When TAARs were discovered in 2001, their function was unknown, but in 2007, it was suggested that the biological role of the majority of TAARs (TAAR2-TAAR9) is exclusively associated with the olfactory sensing of amines related to innate behaviors [3]. However, it was shown later that these TAARs also play roles in a range of processes in the central nervous system, including nutrition, attention, mood, and movement control [1,4,5], whereas, in peripheral tissues, TAARs take part in regulating gastrointestinal [6,7], cardiovascular, and immune system [1] functioning, insulin secretion in pancreatic islets [4], and hormone production in the thyroid follicles [1].

TAAR5 is one of the six TAARs found to be functional in humans. TAAR5 was identified not only in the olfactory epithelium but also in the cortical and limbic brain areas, amygdala, hippocampus, nucleus accumbens, thalamus, hypothalamus, cerebellum, substantia nigra, and the white matter [7,8]. Experiments on knockout mice demonstrated that TAAR5 is involved in the modulation of emotional behavior [9,10], regulation of brain monoamine systems [9], sensorimotor functions, and cognitive processes such as spatial attention [8]. Behavioral tests have demonstrated that *TAAR5* gene knockout in mice (TAAR-KO) leads to reduced anxiety and depression-like behaviors in several tests, as well as increased exploratory behavior in open-field experiments [6]. Also, changes in cerebral cortical TAAR5 expression levels were revealed in patients with major depressive disorder or subjects with Down syndrome [7].

The phenotype of the TAAR5-KO mice is characterized by both functional changes and morphologic features [5,6,8,9]. Previously, TAAR5 mRNA was identified in dopamine neuron progenitors [11]. Intriguingly, the studies in knockout animals demonstrated that TAAR5 gene deletion in mice leads to changes in adult neurogenesis, which was manifested in the increased number of doublecortin (DCX) and proliferating cell nuclear antigen (PCNA) positive cells in the subventricular zone (SVZ) and subgranular zone (SGZ) [9]. Also, TAAR5 was found in dopaminergic neuron-enriched zones in the midbrain and influences the organization and functioning of the dopaminergic system [7]. TAAR5-KO mice have an increased number of dopaminergic neurons in the substantia nigra pars compacta and pars lateralis, which led to increased concentrations of dopamine and its metabolites in the striatum, where these cells project [9].

The effect of the known TAAR-5 agonist, α-NETA, seems to be the opposite of TAAR5 knockout consequences. After the administration of α-NETA, the disruption of sensory information processing and alterations in brain electrophysiological activity were identified in mice in a manner consistent with psychotic states [12,13,14]. However, α-NETA is not a specific TAAR5-ligand and demonstrates the antagonistic effect against chemerin chemokine-like receptor 1 (CMKLR1), so its effect may be mediated by targets other than TAAR5 [15]. At least two other TAAR5 antagonists were identified in silico and confirmed using in vitro evaluation, but to date, their effects in vivo have not been estimated [16].

The dopaminergic system is key to regulating several processes, such as movement control, memory, attention, reward, addiction, and cognition. Dysfunction in the prefrontal–limbic circuitry and alterations in dopamine and glutamate are implicated in mood disorders and schizophrenia. Taking into consideration the significance of dopamine signaling for motor and cognitive functions [17] and the suggested role of the synaptic activity in cognitive performance and learning [18,19], our next step we evaluate what effects the TAAR5 knockout-associated changes described above have on the molecular processes occurring in the striatum.

Currently, the receptor TAAR1, belonging to the same family as TAAR5, is considered a therapeutic target for an innovative class of antipsychotics with a new mechanism of action not involving the blockade of D2 dopamine receptors [20,21]. The ameliorative effect of TAAR5 gene knockout on depressive-like and anxiety-like behavior allows us to consider its inhibition as the approach to the treatment of neuropsychiatric disorders. So, the data about the molecular mechanisms of identified TAAR knockout effects are critical not only for understanding the role of TAAR5 in physiology and pathology but also for the development of therapies targeting this receptor.

Considering the identified effect of *TAAR5* gene knockout on the striatal function and morphogenesis, we estimated the changes in the striatal expression pattern associated with TAAR5 depletion in the knockout mice. Applying weighted correlation network analysis (WGCNA), we demonstrate that *TAAR5* gene knockout in mice leads to upregulation of functionally related genes involved in neurons’ interaction and synaptogenesis. Also, to characterize the cellular composition of studied samples, we performed cell-type deconvolution using previously published striatal single-cell transcriptomic data. Following the previously identified intensification of dopaminergic signaling in TAAR5-KO mice striatum [14], we have identified the higher expression of D2 dopamine receptor containing GABAergic medium spiny neuron (MSN) gene signature in TAAR5-KO mice striatal samples.

## 2. Materials and Methods

### 2.1. Animals

All procedures involving animals were approved by the Bioethics Committee of St. Petersburg State University, St. Petersburg, Russia, conclusion No 131-03-1 of 08.01.2024. The mice were housed in three to four per cage and maintained under standard lab conditions (12 h light/dark cycle, 21 ± 1 °C, and 40–70% humidity) with food and water provided ad libitum. Ten-month-old (3 male and 3 female) C57Bl/6 littermate wild-type (WT) and TAAR5-KO (KO) mice [5] were used for striatal transcriptomic characterization by RNA sequencing.

### 2.2. RNA Isolation

The mice (*n* = 6 for each group) were euthanized using cervical dislocation. Their brains were dissected using rodent brain matrices (1 mm coronal section, cat. # 69808-C, Electron Microscopy Sciences, Hatfield, PA, USA). The slice between AP 2 mm and Bregma was isolated. The cortex was removed from the slice, and the remaining striatum was used for RNA isolation. The total RNA was isolated using ExtractRNA (cat. # BC032, Evrogen, Moscow, Russia).

### 2.3. RNA Sequencing

RNA quality was checked through capillary electrophoresis (QIAGEN, Hilden, Germany). The rRNA was removed from the total RNA using the MGIEasy rRNA Depletion Kit (MGI Tech, Wuhan, China) according to the manufacturer’s recommendations. The remaining RNA was quantified using a Quntus fluorimeter (Promega, Madison, WI, USA). Library preparation was made using the MGIEasy RNA Directional Library Prep Set (MGI Tech, Wuhan, China) according to the manufacturer’s recommendations. The quality of the libraries was checked using capillary electrophoresis (QIAGEN, Hilden, Germany). Single-end sequencing was performed using DNBSEQ G-400 (MGI Tech, Wuhan, China) with a read length of 100 bp and an average read depth of 40 million reads per sample.

### 2.4. Data Processing

The sequenced reads were checked for quality using the FastQC v.0.12.0 tool [22]. Empty reads were filtered. Then, the sequenced reads were trimmed using Cutadapt v4.1 [23] with default parameters for single-strand reads; during the trimming process, the sequences of the adapters were removed. To quantify transcript expression, pre-processed reads were aligned with the reference genome M35 (GRCm39) with STAR v.2.7.11b [24], and gene expression was calculated with featureCounts v2.0.6 [25].

### 2.5. Data Normalization and Differential Expression Analysis

Differentially expressed genes (DEGs) were identified using the edgeR Bioconductor package, v.4.0.16 [26]. Raw RNAseq counts were normalized to count per million (CPM). Considering the Expression Atlas thresholds [27], the data were filtered for CPM values of ≥ 0.5 at least in 3 samples for each gene. DEGs were identified using the generalized linear model likelihood ratio test. *p*-values were adjusted for multiple testing corrections using the Benjamini–Hochberg method. If the adjusted *p* values (*P*_adj_ < 0.1) were used, we considered the genes differentially expressed. The volcano plot was generated by the ggplot2 R package, v.3.5.1 [28].

Multidimensional scaling (MDS) analysis of the top 500 most differentially expressed genes was carried out with the edgeR Bioconductor package [26]. Principal component analysis of the top 500 most differentially expressed genes was performed by Factoextra R package v.1.0.7 [29].

### 2.6. Gene Ontology Enrichment Analysis

The genes that were upregulated (*n* = 50) or downregulated (*n* = 72) in TAAR5-KO mice striatum compared to WT were selected as described above (*P*_adj_ < 0.1, without regard to the fold change level) for further functional analysis. GO enrichment analysis (the identification of GO terms that are significantly enriched by the genes of the selected set) and visualization of results were performed using the clusterProfiler Bioconductor package v.4.10.1 [30].

### 2.7. Gene Coexpression Network Analysis

Gene coexpression modules were identified by WGCNA. This method identifies correlation networks and facilitates network-based gene screening methods that can be used to identify candidate biomarkers [31]. BioNERO Bioconductor package v.1.10.3 [32] was applied for gene coexpression network analysis on CPM-normalized data filtered as described above. Genes whose expression values do not vary much across samples and outlying samples were removed, and 500 of the most variable genes were included in the analysis. Then, we identified modules of genes that showed expression changes in TAAR5-KO mice (Pearson’s correlation level over 0.5) and analyzed these modules to identify hub genes by BioNERO [32]. GO terms enrichment analysis in the gene modules was conducted using the clusterProfiler package [30].

### 2.8. Deconvolution of Transcriptomics Data and Identification of Major Cell Types

The sample-wise reference-based deconvolution of cell proportions was performed using the granulator Bioconductor package v.1.16.0 [33]. The data were filtered as described above and normalized using the transcript per million (TPM) method. Bulk RNA sequencing data were deconvoluted by a linear mixing model. The previously published striatum single-cell transcriptional data [34] were used as reference profiles. The proportional plot was generated using the granulator package, and the boxplot was produced with the ggplot2 package; the Wilcoxon test was applied to compare cells’ frequency in the striatum of WT and TAAR5 knockout mice.

## 3. Results

### 3.1. TAAR5 Knockout Induces Overall Changes in Striatal Transcriptome

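Striatal RNA from 6 mice without trace amine-associated receptor 5 (TAAR5-KO) and 6 wild-type (WT) littermates, all 10 months old, was depleted of ribosomal RNA and sequenced as single-end reads. The authors trimmed the reads, aligned them with STAR 2.7.11b to GRCm39 and counted them per gene with featureCounts 2.0.6 on the GENCODE M35 annotation. They deposited the counts on 57132 features without normalization. The paper's text does not name the strand setting of the counting or how reads that map to several places were treated. The libraries NK1 to NK6 are labelled TAAR5-KO and NK7 to NK12 are labelled WT, and no library is tied to an animal, a sex or a partner in the other group. The gene Taar5 (ENSMUSG00000069706.4, protein coding) lies on chromosome 10 of GRCm39 from 23846604 to 23847617. In the libraries labelled TAAR5-KO, it had 2 counts in NK1, 3 in NK2, 2 in NK3, 1 in NK4, 2 in NK5 and 6 in NK6. In the libraries labelled WT, it had 1 count in NK8, 2 in NK11 and 0 in the other 4, and a count of 0 allows up to 3. On the normalized scale described here, this was 0.142 ± 0.0618 CPM (counts divided by the library size in M; SD, n = 6) in libraries labelled TAAR5-KO and 0.0224 ± 0.0382 CPM (SD, n = 6) in libraries labelled WT (two-sided exact permutation test, p = 0.00649). No fold difference is given, because every library labelled WT was at or under the floor of 3 counts, as was every library labelled TAAR5-KO except NK6. The lower bound of the fold of libraries labelled TAAR5-KO over those labelled WT was 0.754, so no size of an increase is secured. Taken as they stand, these counts run against the genotype labels, but with that bound under 1 so few reads leave the direction open. Whether the labels are wrong is not settled. The libraries are therefore called labelled TAAR5-KO or labelled WT throughout, and every direction follows those labels. Counts were normalized with edgeR's trimmed mean of M-values (TMM), and features with a CPM of at least 0.5 in at least 3 libraries were tested with the generalized linear model likelihood ratio test at a Benjamini–Hochberg adjusted p under 0.1. The test and the threshold are those of the paper's methods, whose text names CPM in the filter, but neither TMM nor the library sizes behind CPM. The TMM factors ran from 0.375 to 2.47. With library size as the only scaling, the median log2 fold change of all features tested shifted by −0.48, so changes are given relative to the TMM scale. Values with 1 number per library were compared by a two-sided exact permutation test over all assignments of the 12 libraries to 6 and 6, whose smallest possible p is 0.00216.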

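Total counts ran from 13766808 to 34824450 in the 6 libraries labelled TAAR5-KO (median 22062904) and from 11269915 to 21198210 in the 6 labelled WT (median 17316910). Total counts did not separate the labels (two-sided exact permutation test, p = 0.130). The paper states an average of 40 M reads per sample, whereas the mean of the total counts used here was 19.3 M. Ribosomal RNA features held 82.1% ± 6.29 of the counts (SD, n = 6) in libraries labelled TAAR5-KO and 76.9% ± 9.96 (SD, n = 6) in libraries labelled WT (p = 0.312 by the same exact permutation test). The share ran from 64.3% in NK7 to 88.1% in NK3, and the 95% exact binomial interval of each library was at most 0.0280 percentage points on either side. The feature Rn18s-rs5, which carries the 18S ribosomal RNA sequence on chromosome 17 from 40157244 to 40159092, held 78.1% of the counts of all libraries. Lars2 held 2.73% and the mitochondrial ribosomal RNA mt-Rnr2 held 1.49%. Outside features annotated as ribosomal RNA, between 1819907 and 6399188 counts per library remained, without a difference between genotypes (exact permutation p = 0.976). These remaining counts include Lars2, Mir6236 (1.42% of the counts of all libraries) and the long non-coding RNA Gm15564 (0.782%). Whether reads on these features come from ribosomal RNA was not examined, so the depth on other genes is lower than these totals. At least 1 count was found on 23387 ± 1676 features (SD, n = 6) in libraries labelled TAAR5-KO and on 26071 ± 1481 (SD, n = 6) in libraries labelled WT (exact permutation p = 0.0238). The floor of 3 counts corresponded to 0.0679 CPM in the deepest library on the TMM scale and to 0.362 CPM in the shallowest. The methods name no molecular identifiers, so intervals and floors cover counting error only. The 30 pairs of libraries within a genotype differed by more than sampling noise, with a chi-square per degree of freedom from 3.25 to 220, so each library was kept as 1 sample.

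**Figure D1:**
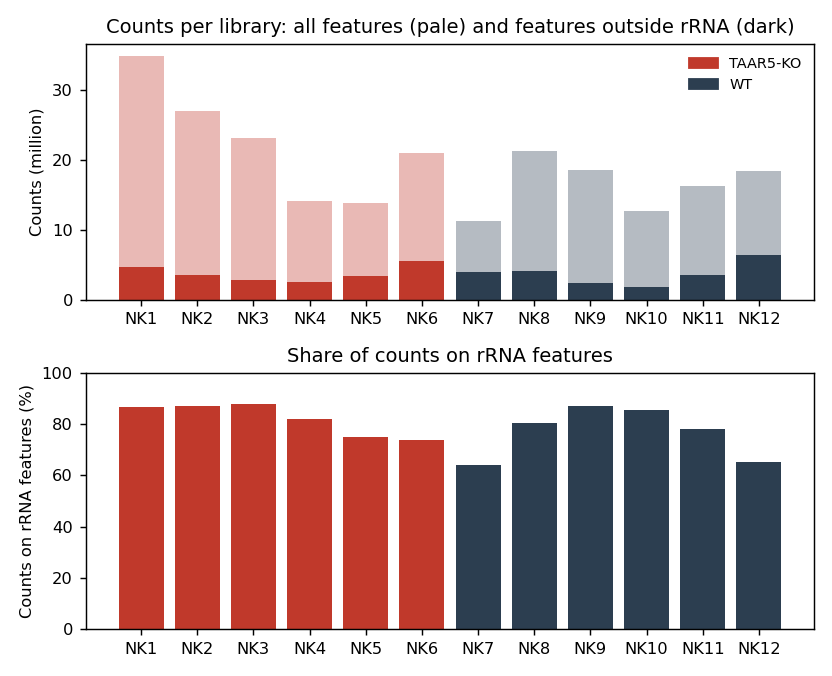
Counts per library in M (top, all features in the pale bars and features outside ribosomal RNA in the dark bars) and the percent of counts on ribosomal RNA features (bottom) for NK1 to NK6, labelled TAAR5-KO, and NK7 to NK12, labelled WT. The ribosomal RNA share runs from 64.3% in NK7 to 88.1% in NK3.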

To estimate similarities and differences in striatal expression profiles among WT and TAAR5-KO mice, we applied two dimensionality reduction approaches, i.e., MDS (Figure 1a) and PCA (Figure 1b). Briefly, MDS is more focused on the objects’ similarity, so similar objects in the *n*-dimensional space will be close together on the two-dimensional plot, while PCA seeks to maximize explained variance and uses a covariance/correlation matrix to analyze the correlation between data points and variables.

An MDS plot (Figure 1a) based on the log-fold changes between each pair of samples (Figure 1a) demonstrates that biological replicates from the same group (i.e., WT or TAAR5-KO) are clustered together rather than strewn. The plot represents differences in the striatal transcriptomic profile of these two groups of mice. Nevertheless, some samples of TAAR5-KO animals are more similar to WT samples. So, the first (x) dimension of the MSD plot, which describes 28% of the transcriptomic variance between samples, separates only half of the TAAR5-KO samples from the WT.

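The MDS was repeated with edgeR's plotMDS on log2 CPM, with the 500 genes that differ most between each pair of libraries. The first dimension held 27.0% of the variance and the second 15.6%. On the first dimension, 4 of the 6 libraries labelled TAAR5-KO lay beyond all 6 labelled WT, and 1 library labelled WT lay beyond all labelled TAAR5-KO. The mean coordinates of the groups differed by 0.91 SD of the 12 libraries, which was within the spread between libraries (two-sided exact permutation test, p = 0.121). On the second dimension the groups differed by 0.096 SD (exact permutation p = 0.898). The share of the first dimension moved most with library size as the only scaling, to 53.0%. Without NK4 the difference on the first dimension was 1.30 SD (exact permutation p = 0.0368).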

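A principal component analysis was run on centred and scaled log2 CPM of the 500 genes with the highest mean expression, as the legend of Figure 1b describes them, whereas the methods name the most differentially expressed genes. The first component held 37.5% of the variance and the second 23.7%, together 61.2%. Scores of the groups on the first component differed by 0.79 SD (two-sided exact permutation test, p = 0.182). Beyond all libraries labelled WT lay 4 of the 6 labelled TAAR5-KO at 1 end of this component, and NK4, also labelled TAAR5-KO, at the other end. Without NK4 the difference on the first component was 1.39 SD (exact permutation p = 0.0216), and without NK1 it was 0.55 SD (exact permutation p = 0.383). On the second component the difference was 1.12 SD (exact permutation p = 0.0541), with 1 library labelled TAAR5-KO beyond all labelled WT and 3 labelled WT beyond all labelled TAAR5-KO. The difference on the second component fell to 0.62 SD without NK4 (exact permutation p = 0.318) and rose to 1.25 SD without NK9 (exact permutation p = 0.0260). With the 500 genes of smallest p between genotypes, which is nearer to the methods, both components held 67.9% of the variance and the first component parted the groups (exact permutation p = 0.00216), a separation that such a choice of genes produces by construction. With library size as the only scaling, the share of both components was 98.0%.

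**Figure D2:**
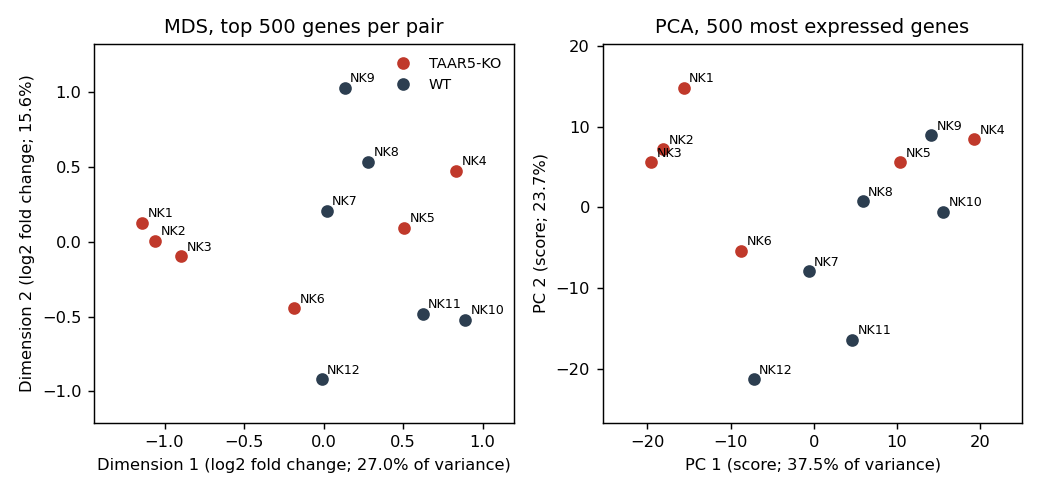
Coordinates of the 12 libraries on the first 2 dimensions of the MDS (left) and the first 2 components of the PCA (right), each axis with its percent of variance, by labelled genotype. On the first axis of either plot, 4 of the 6 libraries labelled TAAR5-KO lie beyond all libraries labelled WT at 1 end, and on that of the PCA NK4 lies beyond them at the other.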

PCA of the same data provides clearer separation between TAAR5-KO and WT mice striatal expression profiles. The first two principal components (PC1 and PC2) describe 89.5% of the total variance in the data. PC2, which contains 17.3% of variability, however, can differentiate the two groups (Figure 1b).

### 3.2. Differentially Expressed Genes and Pathways in TAAR5-KO and WT Mice Striatum

After filtering genes with low expression levels, as described above, 13,053 features were included in the differential expression analysis. 

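Of the 57132 features, 13902 had a CPM of at least 0.5 in at least 3 libraries when CPM was computed on total counts. By the annotation, 12597 of them were protein-coding genes, 704 were long non-coding RNAs and 478 were of the TEC class, transcribed regions whose coding status awaits an experiment. Only 8 of the 356 ribosomal RNA features passed. The number moved most without a filter beyond 1 count, to 43668 features, and edgeR's filterByExpr rule kept 12254. With CPM computed on TMM library sizes the number was 13053, which is the paper's.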

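Among the 13902 features tested, the smallest adjusted p belonged to Ndn (ENSMUSG00000033585.6, chromosome 7, 61996317 to 62000010), with 6.85 ± 1.11 CPM (SD, n = 6) in libraries labelled TAAR5-KO and 14.2 ± 3.95 CPM (SD, n = 6) in libraries labelled WT. Its log2 fold change was −1.05 (SE 0.17, adjusted p = 3.98e-05 from the likelihood ratio test). Gm37899, a TEC feature on chromosome 12 from 109635303 to 109644019, had a log2 fold change of 1.01 (SE 0.18, adjusted p = 9.76e-05). The long non-coding RNA Gm49980 on chromosome 18 from 30400302 to 30405186 had a log2 fold change of −2.02 (SE 0.40, adjusted p = 9.76e-05), with at most 8 counts in any library labelled TAAR5-KO. Snhg11 rose by 0.63 on the log2 scale (SE 0.12), Ftx by 0.69 (SE 0.13), Acvr1c by 0.51 (SE 0.098) and Mirg by 0.63 (SE 0.12), with adjusted p from 2.58e-04 to 3.41e-04. All of these were past the threshold in each of the 12 fits that left out 1 library. The remaining 3 of the 10 smallest adjusted p belonged to Gm7292, Gm15772 and Gm14681, which carry near-identical copies of other genes. Gm7292 (ENSMUSG00000104222.2, chromosome 6, 117693303 to 117695829) was 99.2% identical to Norad over 2537 bases, Gm15772 (ENSMUSG00000062353.7, chromosome 5, 3286431 to 3286868) was 99.5% identical to Rpl26 over 438 bases, and Gm14681 (ENSMUSG00000081603.2, chromosome X, 65822048 to 65822458) was 97.4% identical to Npm1 over 420 bases. The counting could have split reads between such copies, so the 3 are uncertain. Their CPM in libraries labelled WT was 5.45 ± 6.03, 3.40 ± 3.85 and 3.68 ± 4.23 (SD, n = 6 each), so that the SD exceeded the mean in each. Gm15772 was at or under the floor of 3 counts in all libraries labelled TAAR5-KO and in NK7, NK8 and NK9 labelled WT, so its decrease rests on NK10, NK11 and NK12. Rps3a3 (98.9% identical to Rps3a1) had at most 3 counts in any library labelled TAAR5-KO and 3, 4 and 0 in NK7, NK8 and NK9 labelled WT, so it is equally uncertain. The fifth of the largest decreases was Gh, the growth hormone gene, with a log2 fold change of −3.59 (SE 1.01, adjusted p = 0.0662), with 127 counts in NK11 and 104 in NK12, both labelled WT, and at most 12 in any other library. It was past the threshold in 6 of the 12 fits that left out 1 library, not without NK1, NK2, NK3, NK6, NK11 (−2.51) or NK12, and not by the quasi-likelihood test (adjusted p = 0.180). The largest increases were those of 5330406M23Rik (1.79, SE 0.41), Gm42979 (1.70, SE 0.43), Hbb-bt (1.70, SE 0.40), 5530401A14Rik (1.60, SE 0.42) and Gm47075 (1.51, SE 0.43), with adjusted p from 0.00105 to 0.0483. None of these 5 had more than 45 counts in any library. Hbb-bt has close copies in its globin family, and features that overlap another gene are uncertain as well, because the strand setting is not named. By the quasi-likelihood test, Hbb-bt, 5530401A14Rik and Gm47075 were not past the threshold.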

Volcano plots represent the differential gene expression analysis in TAAR5-KO and WT mice (Figure 2a). Considering the mild differences in the cognitive function of TAAR5-KO and WT mice [8] and consequently applying the GO enrichment test for data interpretation, we used the tolerable cut-off value *P*_adj_ = 0.1. We identified 122 DEGs, 50 of which were upregulated in TAAR5-KO and 72 of which were more expressed in WT mice, i.e., only 0.1% of genes expressed in the striatum demonstrate a statistically significant change in expression level in response to TAAR5 knockout.

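With the likelihood ratio test, 229 of the 13902 features (1.65%) were differentially expressed, 133 higher and 96 lower in libraries labelled TAAR5-KO, directions that the Taar5 counts do not secure. At an unadjusted p under 0.05 there were 1657. The quasi-likelihood test of edgeR, which adds an allowance for uncertain dispersions, called 63 features, 43 higher and 20 lower, and all 63 were among the 229. DESeq2 called 177, of which 130 were shared, and gave no adjusted p for 7009 features through its independent filtering. With library size as the only scaling 7 features were called, 0 higher and 7 lower, against 58.1% higher on the TMM scale, and 131 features had an unadjusted p under 0.05. The number depended on single libraries, with 85 called without NK11 and 415 without NK4.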

To understand the role of the identified 122 DEGs in biological processes, we performed GO term enrichment analysis. We obtained seven significantly enriched GO terms in the cluster of genes upregulated in the striatum of TAAR5-KO mice. These terms suggest the activation of transcription and post-transcriptional mRNA modification processes in TAAR5-KO mice. Moreover, the top upregulated genes include several genes involved in central nervous system function, which is described in detail in Table 1.

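For the paper's enriched terms, a list of 125 tested splicing factor genes, chosen by symbol and including the Srsf, Hnrnp, Snrp, Prpf, Rbm and Clk families, was examined. Of these, 86 were higher and 39 lower in libraries labelled TAAR5-KO, on labels that the Taar5 counts leave open. Their median log2 fold change was 0.10, against −0.01 over all features tested. Past the threshold were 9 genes, all higher, namely Clk1, Clk4, Prpf39, Rbm25, Rbm5, Srsf11, Tia1, Tial1 and Tra2a, or 7.20% of the list against 1.65% of all features. The quasi-likelihood test called 6 of the list, and 14 were past the threshold when adjusted over the list alone. As a set, the list was higher by the camera test with a preset correlation of 0.01 between genes (two-sided p = 2.36e-07). With the correlation estimated from the data (0.0407), the set p was 0.0103, and with fry it was 0.00195, so the call held under both. Under library size alone the mean log2 fold change of the list was −0.40, a smaller fall than that of all features on that scale. The paper reasons from the enriched terms of its upregulated genes, and proposes an activation of transcription and mRNA modification in TAAR5-KO mice.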

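The 7 genes of Table 1 that the paper gives as upregulated were all higher in libraries labelled TAAR5-KO. All were past the threshold of the likelihood ratio test, on labels that the Taar5 counts leave open. Calb1 (chromosome 4, 15881264 to 15908064), which encodes the calcium-binding protein calbindin, had 22.1 ± 1.28 CPM (SD, n = 6) in libraries labelled TAAR5-KO and 16.5 ± 1.89 CPM (SD, n = 6) in libraries labelled WT. The log2 fold change was 0.43 (SE 0.086, adjusted p = 7.04e-04), and every library labelled TAAR5-KO exceeded every library labelled WT. Mir124a-1hg (chromosome 14, 64824744 to 64831410) had a log2 fold change of 0.54 (SE 0.11, adjusted p = 0.00173). Gpr155 (chromosome 2, 73171850 to 73216916) had 0.39 (SE 0.089, adjusted p = 0.00606) and Cntnap3 (chromosome 13, 64883996 to 65051769) had 0.65 (SE 0.15, adjusted p = 0.00684). Trank1 (chromosome 9, 111140807 to 111224843) was counted at 30.0 ± 3.17 CPM against 21.5 ± 3.62 CPM (SD, n = 6 each), a log2 fold change of 0.49 (SE 0.11, adjusted p = 0.00853). Lrrk2 (ENSMUSG00000036273.16) changed by 0.37 (SE 0.10, adjusted p = 0.0385). Lrtm1 (chromosome 14, 28740165 to 28755602) had the lowest counts, at most 47 in a library, and changed by 0.99 (SE 0.30, adjusted p = 0.0735). With the quasi-likelihood test, Lrrk2 (adjusted p = 0.122) and Lrtm1 (adjusted p = 0.175) were not past the threshold. Lrtm1 was past it in 5 of the 12 fits that left out 1 library, and Calb1, Mir124a-1hg, Gpr155, Cntnap3 and Trank1 in all 12. When the trend of each library with GC content was removed, a setting chosen after the data were seen, Calb1 fell to 0.25 (adjusted p = 0.259), the rest of its alternatives running from 1.22e-04 to 0.959. On library size alone, with its downward shift of all features, Lrrk2, Trank1, Gpr155 and Calb1 had log2 fold changes between −0.11 and −0.034.

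**Figure D3:**
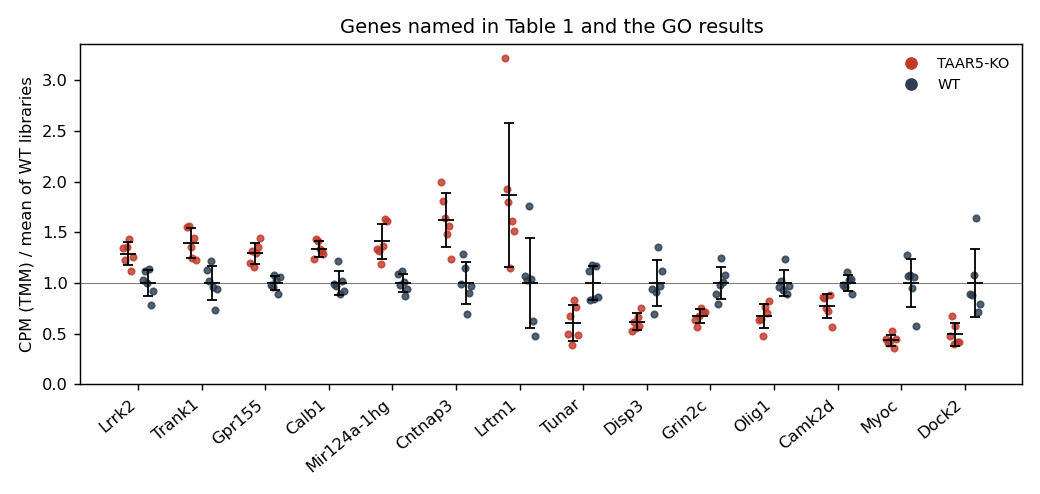
CPM on the TMM scale of 14 genes named by the paper, divided by the mean of the libraries labelled WT, with points for libraries and bars for the mean ± SD of each labelled genotype (n = 6). The groups of Calb1 do not overlap, and the libraries of Lrtm1 spread most among the genes that are higher in libraries labelled TAAR5-KO.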

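Camk2a (chromosome 18, 61058690 to 61121224), which encodes the alpha subunit of calcium/calmodulin-dependent kinase II, had 242 ± 47.3 CPM (SD, n = 6) in libraries labelled TAAR5-KO and 267 ± 66.7 CPM (SD, n = 6) in libraries labelled WT. Its log2 fold change of −0.14 (SE 0.17, adjusted p = 0.794 from the likelihood ratio test) was within the spread between libraries. Adgrd1 (chromosome 5, 129173814 to 129281663), an adhesion G protein-coupled receptor gene with at most 21 counts per library, also changed by −0.14 (SE 0.29, adjusted p = 0.908). Neither gene was past the threshold in any setting or leave-one-out fit. Myoc (chromosome 1, 162466724 to 162477262) had 0.666 ± 0.0857 CPM (SD, n = 6) against 1.53 ± 0.355 CPM (SD, n = 6) in libraries labelled WT. This was a log2 fold change of −1.17 (SE 0.26, adjusted p = 0.00219), with the groups fully apart. Dock2 (chromosome 11, 34176815 to 34674719) changed by −0.94 (SE 0.22, adjusted p = 0.00827), also without overlap between the groups. Myoc and Dock2 were past the threshold by the quasi-likelihood test (adjusted p = 0.0349 and 0.0914) and in each leave-one-out fit. These decreases follow the deposited labels, which the counts of Taar5 leave open.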

The GO terms enrichment analysis of genes, which are highly expressed in WT compared to TAAR5-KO mice, demonstrates that TAAR5 gene deletion suppresses genes involved in cell differentiation, especially in gliogenesis and activation of Ras signal transduction (in particular, *Camk2a*, *Myoc*, *Adgrd1*, and *Dock2*). Several genes listed in Table 1 are involved in nervous system development and functioning in the striatum and also are suppressed in the striatum of TAAR5-KO mice.

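All 5 genes listed as downregulated in Table 1 were lower in libraries labelled TAAR5-KO, in 6 of 6 against the labelled WT mean. The direction is tied to labels that the Taar5 counts leave open. Olig1 (chromosome 16, 91066660 to 91068821), a transcription factor gene of the oligodendrocyte lineage, had 4.15 ± 0.740 CPM (SD, n = 6) against 6.15 ± 0.761 CPM (SD, n = 6). Its log2 fold change was −0.51 (SE 0.12, adjusted p = 0.0118 from the likelihood ratio test). Grin2c (chromosome 11, 115139995 to 115158069), which encodes a subunit of the NMDA receptor, changed by −0.52 (SE 0.14, adjusted p = 0.0290). Tunar (chromosome 12, 105300129 to 105350191) changed by −0.70 (SE 0.20, adjusted p = 0.0593). Disp3 (chromosome 4, 148324721 to 148372422) changed by −0.63 (SE 0.19, adjusted p = 0.0687) and Camk2d (chromosome 3, 126389951 to 126639975) by −0.37 (SE 0.11, adjusted p = 0.0687). The quasi-likelihood test called Olig1 and Grin2c (adjusted p = 0.0879 and 0.0943), and not Tunar, Disp3 or Camk2d (adjusted p from 0.139 to 0.156). Of the 12 fits that left out 1 library, 12 called Olig1, 9 Grin2c, 6 Tunar, 5 Camk2d and 4 Disp3. After removal of the GC content trend, tried after the data were seen, Camk2d stayed past the threshold and the other 4 did not.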

Considering the heterogeneity of study groups, which include both male and female animals, we estimated the sex-related differences in the expression levels of genes that are differently expressed between TAAR5-KO mice and WT. Most of these genes showed similar expression levels in male and female mice regardless of the genotype. Only TAAR5-KO-associated non-coding RNA A330076H08Rik had slightly higher expression in TAAR5-KO females compared to male knockout. In addition, TAAR5-KO females exhibit high expression of Glutathione S-transferase Mu 1 gene mRNA, which is downregulated in the TAAR5-KO mice. In WT mice, predicted genes Gm7292 and Gm14681 and pseudogene Gm15772 were identified only in females, but their mRNAs are at least completely lost in TAAR5-KO or WT male striatum (*P*_adj_ < 0.05 for all genes listed above).

### 3.3. Gene Coexpression Network Analysis Revealed Association of TAAR5 Gene Knockout in Mice with Neuron Arborization and Synaptogenesis

By comparing the TAAR5-KO striatal transcriptome with WT, WGCNA identified six coexpressed gene modules (Figure 3a). 

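The supplementary list of the black module used here holds 118 genes, against the paper's 122, and 117 of them were found in the count table by symbol, all but Ipw. The list was chosen by the study on these same libraries, so its relation to genotype is not independent evidence. An eigengene, the first principal component of the scaled values of the list, was computed on CPM scaled by library size. The methods name CPM without its library sizes. The paper's 13053 features tested were met here with TMM library sizes, so its CPM may have been on the TMM scale. On CPM by library size, the correlation of this eigengene with the TAAR5-KO label was r = −0.222 (two-sided exact permutation p = 0.485) and Spearman's rho was −0.290 (exact permutation p = 0.394). Without NK7 and NK12, the libraries farthest from the median, r was 0.185. On CPM scaled by TMM, r was 0.660 (exact permutation p = 0.0238) and rho was 0.676 (exact permutation p = 0.0260), and without NK1 and NK2 r was 0.560. Leaving out NK10 or NK11 gave an exact permutation p of 0.0563 or 0.0541 for r on TMM. Adjusted over the 2 modules, the exact p of r was 0.517 on library size and 0.0433 on TMM, and that of rho was 0.699 and 0.0519. On the TMM scale 5 of the 6 libraries labelled TAAR5-KO lay above the median of those labelled WT. This direction follows labels which the Taar5 counts leave open. Across the 12 libraries, the CPM eigengene followed the percent of counts on ribosomal RNA, with r = −0.985 (permutation p = 1.00e-05, the smallest that the 100000 permutations can give, adjusted over 4 relations 2.00e-05) and rho = −0.937 (permutation p = 3.00e-05, adjusted 1.20e-04). Without NK7 and NK12, r was −0.982, and within the labelled genotypes it was −0.989 and −0.998. The TMM eigengene had r = 0.364 (permutation p = 0.243, adjusted 0.324) and rho = 0.266 (permutation p = 0.402, adjusted 0.536) with that percent, and r = 0.378 without NK7 and NK12. Within libraries labelled TAAR5-KO its r with that percent was 0.653, and within those labelled WT −0.354. Of the 117 genes, 109 had a positive and 8 a negative log2 fold change (median 0.13), and 5 were past the threshold of the likelihood ratio test.

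**Figure D4:**
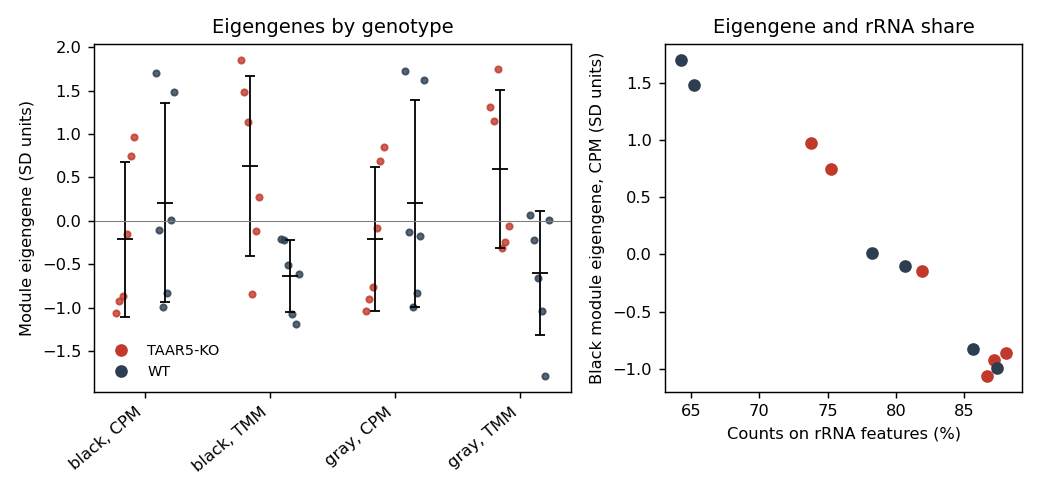
Left, eigengenes of the black and gray modules on CPM scaled by library size and by TMM, with points for libraries and bars for the mean ± SD of each labelled genotype (n = 6); right, the black CPM eigengene against the percent of counts on ribosomal RNA features. The points at the right follow a falling line with r = −0.985.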

The module “black” comprises 122 genes, 119 of which were correlated with at least 1 other gene in the module with r > 0.9 and showed the strongest positive association with the TAAR5-KO genotype, as represented in Figure 3a. The TAAR5-KO genotype is also associated with the second module of coexpressed genes (i.e., the “gray” module) with a correlation coefficient of 0.54. This “gray” module includes only 23 genes, and 21 of them showed a correlation with at least 1 other gene in the module, with a correlation coefficient greater than 0.9.

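The supplementary list of the gray module used here holds 21 of the paper's 23 genes, all of which were tested. On CPM by library size its eigengene had r = −0.215 with the TAAR5-KO label (two-sided exact permutation p = 0.517) and rho = −0.145 (exact permutation p = 0.699), neither of which changed with adjustment over the 2 modules, and without NK7 and NK12 r was 0.242. On the TMM scale r was 0.627 (exact permutation p = 0.0433) and rho was 0.483 (exact permutation p = 0.132), again the same after adjustment, and without NK3 and NK11 r was 0.533. All 6 libraries labelled TAAR5-KO lay above the median of those labelled WT on that scale, where the labels rather than Taar5 set the direction. With 1 library left out in turn the TMM value ran from 0.579 without NK2 to 0.691 without NK4. Its exact permutation p was 0.0736 without NK1, NK2, NK3 or NK9 and 0.0823 without NK10 or NK11. The CPM eigengene had r = −0.985 (permutation p = 1.00e-05, adjusted 2.00e-05) and rho = −0.881 (permutation p = 3.40e-04, adjusted 6.80e-04) with the ribosomal RNA percent, in the same family of 4 relations. Without NK7 and NK12 r was −0.962, and it was −0.982 within libraries labelled TAAR5-KO and −0.995 within those labelled WT. The TMM eigengene had r = 0.250 (permutation p = 0.435, adjusted 0.435) and rho = 0.140 (permutation p = 0.666, adjusted 0.666) with it, and r = 0.465 without NK7 and NK12. Within libraries labelled TAAR5-KO that r was 0.853, and within those labelled WT −0.562. All 21 genes had a positive log2 fold change on the TMM scale, with a median of 0.17, and 2 were past the threshold. On the basis of its own correlations, the paper states that both modules are associated with the TAAR5-KO genotype.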

The “black” module correlation network comprises 1618 edges whose topology is represented in Figure 3b. Also, we identified 12 hub genes, which may be principal to the regulation of the identified network. These genes include Etnk1 and Bltp1, which are involved in phosphatidylethanolamine metabolism; Son and Srrm2, which participate in splicing; Ube3a and Usp9x, which regulate ubiquitin-dependent protein degradation; and Prrc2c, Serbp1, Tcaf1, Atp6v1d, Ranbp2, Bltp1, and Mprip. All of these genes except Bltp1 are enriched in developing neurons and oligodendrocytes. 

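Of the 6786 pairs among the 117 black module genes, 6539 (96.4%) had Pearson's r over 0.9 across the 12 libraries on CPM scaled by library size. On the TMM scale 170 pairs did (2.51%), and 54 of the 117 genes had at least 1 such partner. Leaving out 1 library on that scale gave from 106 pairs without NK1 to 223 without NK7. The number moved most on log2 CPM with the trend on gene length removed, to 40 pairs. These are correlations across libraries of genes that were selected for their correlation in the same libraries.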

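All 12 hub genes were in the list of the black module and higher in libraries labelled TAAR5-KO on the TMM scale, with log2 fold changes from 0.027 for Srrm2 to 0.20 for Ube3a and a median of 0.17. None was past the threshold of the likelihood ratio test, and none when adjusted over the list alone, which is not independent evidence because the study chose the hubs on these libraries. Etnk1 (chromosome 6, 143112947 to 143178033) had 61.2 ± 4.32 CPM against 53.0 ± 1.78 CPM (SD, n = 6 each), a log2 fold change of 0.20 (SE 0.081, adjusted p = 0.249, unadjusted p = 0.0122). DESeq2 gave Etnk1 an adjusted p of 0.0539, the smallest of its alternatives, which reached 0.718. Ranbp2 was the other hub with an unadjusted p under 0.05 (0.0467). On library size alone, the log2 fold changes of all 12 were negative, as was the median of all features. By the number of partners with r over 0.9 on the TMM scale, the hubs had between 0 and 13 partners (median 1.5), against a median of 0 and a maximum of 19 for Nbea over the module, and 3 hubs were among its 12 genes with the most partners.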

Notably [51], ten of these hub genes (except Bltp11 and Mprip) are overrepresented in adult neurons in line with the BRETIGEA (BRain cEll Type specIfic Gene Expression Analysis) gene signatures [52]. Such associations may mirror the previously identified activity of neurodevelopment and neuronal activity in TAAR5-KO striatum [10]. 

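In the gray module list, all 210 pairs of the 21 genes had r over 0.9 on CPM scaled by library size. On the TMM scale 8 pairs did, joining 9 of the 21 genes, with up to 4 partners for Ppp1r9a. On log2 CPM with the trend on gene length removed there were 6.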

The “gray” module coexpression network is less dense and includes 85 edges. Figure 3c represents the topology of the “gray” module coexpression network. There were no hub genes identified in this network.

According to the GO enrichment test results, both identified modules contain genes that are involved in striatal neuronal interaction, including genes that regulate cell growth, morphogenesis, and synaptogenesis (Figure 3d,e).

### 3.4. Transcriptomic Deconvolution Reveals Change Both in Neurons and Glial Cell Content in the Striatum of TAAR5-KO Mice

We carried out reference-based bulk RNA sequencing deconvolution to identify the cell composition of the studied samples. The TAAR5-KO and WT RNA sequencing data (Figure 4a) allowed us to identify all cell groups included in the reference mouse striatum profile. The proportions of different cell types are congruent with those described previously [53]. Summarized proportions of the cell types are close to 100%.

When comparing cell fractions subsets between TAAR5-KO and WT samples, the striatum from TAAR5-KO mice demonstrated a significantly higher relative abundance of D2 dopamine receptor-expressing GABAergic medium spiny neurons (*p* = 0.0076) and slightly lower relative abundance of astrocytes (*p* = 0.01) (Figure 4b).

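The single-cell reference of the deconvolution was not used here, so cell types were followed by 14 lists of marker genes in place of cell proportions. The score of a list is its mean log2 CPM per library, centred over the 12 libraries. The list for D2 receptor-expressing medium spiny neurons (MSN; Drd2, Adora2a, Penk, Gpr6, Sp9, Grik3, Ptprm and P2ry1), of which the study names Drd2 and Penk, was 0.10 higher in libraries labelled TAAR5-KO (0.051 ± 0.088 against −0.051 ± 0.20, SD, n = 6 each). This was no larger than many other assignments gave (two-sided exact permutation p = 0.312, adjusted over the 14 lists 0.433), although 5 of 6 libraries lay above the mean of those labelled WT. Without NK11 the difference was 0.023. No gene of the list was past the threshold over all genes tested, none when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The astrocyte list (Gfap, Aqp4, Aldh1l1, Slc1a3, Slc1a2, Gja1, Gjb6, S100b, Fgfr3, Sox9, Aldoc, Ntsr2, Slc4a4 and Acsbg1), with no gene named by the study, was 0.31 lower (−0.16 ± 0.19 against 0.16 ± 0.074, SD, n = 6 each), in 6 of 6 libraries labelled TAAR5-KO. Its exact permutation p of 0.00216 was the smallest possible and the adjusted p was 0.0303. All 14 genes were lower, 3 of them past the threshold and 10 when adjusted over the list alone. Leaving out any 1 library labelled WT gave an adjusted p above 0.05 for the astrocyte list, with differences from −0.32 to −0.29. On library size alone, where all features shift downwards, the D2 score difference was −0.39 and the astrocyte difference was −0.81 (exact permutation p = 0.216). Both directions rest on the labels, which the counts of Taar5 leave open. From the deconvolved fractions, the paper concludes that D2 MSN are more abundant and astrocytes slightly less abundant in the TAAR5-KO striatum.

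**Figure D5:**
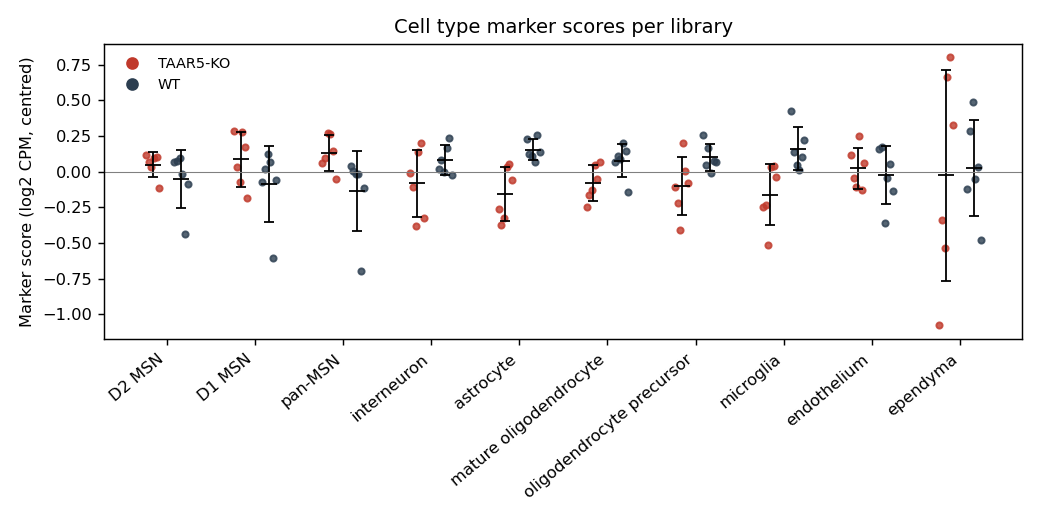
Scores of 10 marker lists (mean log2 CPM on the TMM scale, centred over the 12 libraries) by labelled genotype, with points for libraries and bars for the mean ± SD (n = 6). The astrocyte scores are lower in all 6 libraries labelled TAAR5-KO than the mean of those labelled WT, and 1 library labelled WT, NK11, is low in the 3 MSN lists.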

Thus, we compared the expression profiles among WT and TAAR5-KO mice by different statistical approaches and identified that, despite the mild differences induced by TAAR5 knockout, several differentially expressed genes are involved in neuronal function, nervous system development, maturation, and performance.

## 4. Discussion

Previously, TAAR5 expression was identified in various limbic brain areas, including striatum [7]. TAAR5 elimination in these animals Electrophysiologic and behavioral tests show the decrease in delta power spectral density, identified in the striatum of TAAR5-KO mice suggested to be associated with motivation, attention, and concentration. These cognitive functions are associated with motor coordination and balance ability, which improvement was identified in TAAR5-KO mice compared to their WT littermates [8,9]. Additionally, TAAR5-KO mice demonstrate less anxiety- and depressive-like behavior and improved cognitive functions, given the fewer errors in the timing tasks [5,6].

In the present report, we attempted to present a more detailed description of striatal alterations associated with TAAR5 gene knockout in mice.

Our study revealed slight but significant shifts in the striatal expression profile in TAAR5-KO mice. These differences may involve not only the regulation of the expression of some single genes but also can restructure of the expression of gene modules and, possibly, modify striatal cell composition. The identified changes probably represent the molecular background of behavioral features of TAAR5-KO mice, which were described previously [5]. The applied methods demonstrate that the patterns of most expressed genes in TAAR5-KO and WT groups distinguish these two genotypes despite the low number of DEGs. The identified DEGs, which discriminate TAAR5-KO and WT mice striatal expression profiles, are associated with RNA splicing, Ras signaling, cell differentiation, or striatum functioning and dopaminergic regulation.

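Lrrk2 lies on chromosome 15 from 91557378 to 91700323 and was counted between 135 and 711 times per library. Its CPM on the TMM scale was 19.0 ± 1.66 (SD, n = 6) in libraries labelled TAAR5-KO, from 16.5 in NK5 to 21.1 in NK4. In libraries labelled WT it was 14.8 ± 1.94 (SD, n = 6), from 11.6 in NK11 to 16.8 in NK10, so that the groups overlapped slightly (two-sided exact permutation test, p = 0.00649). The gene was past the threshold in 6 of 9 other settings and in 9 of the 12 fits that left out 1 library, and lost it without NK1, NK11 or NK12, with 0.31 as the log2 fold change without NK11. With the ribosomal RNA share as a covariate, a setting chosen after the data were seen, the adjusted p was 0.143 by the likelihood ratio test, within a range over all settings from 0.0242 to 0.880. As for all genes here, higher means higher in the libraries labelled TAAR5-KO, whatever Taar5 itself shows.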

The identified upregulation of *Lrrk2* expression, a member of the leucine-rich repeat kinase family and mutations that have been associated with Parkinson’s disease, may be relevant in the context of previously described enhancement of dopaminergic neurotransmission in the TAAR5-KO mouse striatum. The product of this gene is involved in vesicle trafficking and cytoskeleton regulation, including interactions with microtubules or actin, regulation of endolysosomal system activity, and dopaminergic neurotransmission in the striatum [36]. In particular, it regulates D1 receptor internalization and D2 receptor trafficking from the Golgi complex to the cell membrane [37]. The dysfunction of Lrrk2 is associated with impaired striatal synaptogenesis and the control of ambulatory and fine movement [36].

Splicing is a basic cellular process required for gene expression. Both the reaction to external circumstances and pathologic conditions may relate to the alteration of splicing in the striatum. Previously, the alterations of spliceosome component expression in the striatum were identified in different contexts, including the models of disabling diseases, such as autism spectrum disorder [54] and neurodegeneration in Huntington’s disease [55], or after the repeated social conflicts in experimental conditions [56].

Ras-ERK signal transduction cascade, whose components are downregulated in TAAR5-KO mice, is involved in the MSN synaptic plasticity; however, its activation in the striatum may be associated with compulsive behavior [57], drug addiction [58], neurodegeneration, or L-DOPA-induced dyskinesia [59,60]. ERK is involved in the rewarding effect of substances with abuse potential [61] and activates after such compound administration [62]. However, the ameliorative effect of mood stabilizers like valproate or endogenic neurotrophic factors on neurodevelopment [63,64,65], as well as corticostriatal synaptic plasticity, is also mediated by ERK. Its activation in the dorsal striatum is necessary for goal-directed behaviour. Meanwhile, in the ventral striatum, ERK is involved in the reward and motivation [66]. Following the complex role and spatial organization of RAS-ERK signaling in the striatum, further studies are necessary to identify the result of a slight decrease in RAS-ERK signaling component expression in the TAAR5-KO mice. So, the functional significance of Ras-signal transduction and splicing alterations in TAAR5-KO mice striatum needs further investigation.

Also, we identified the downregulation of several genes involved in gliogenesis and glial cell differentiation in TAAR5-KO mice, accompanied by the upregulation of genes associated with neuronal differentiation, axonogenesis, and synaptogenesis. 

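The marker lists of glia other than astrocytes were also lower in libraries labelled TAAR5-KO, by labels that the Taar5 counts leave open. The list of mature oligodendrocytes, some of whose genes the study names, was 0.16 lower in 6 of 6 libraries (two-sided exact permutation p = 0.0455, adjusted 0.145). Oligodendrocyte precursors (Pdgfra, Cspg4, Vcan, C1ql1, Olig2, Lhfpl3 and Gpr17) had a score 0.20 lower in 5 of 6 libraries (exact permutation p = 0.0519, adjusted 0.145). For microglia the score was 0.32 lower in 6 of 6 libraries (exact permutation p = 0.00866, adjusted 0.0606). In the microglia list 3 genes were past the threshold over all genes tested and 6 when adjusted over the list alone, against 0 and 2 in either oligodendrocyte list, where 3 and 2 genes had an unadjusted p under 0.05. None of the 3 lists reached an adjusted p under 0.05 over the 14 lists with all 12 libraries on the TMM scale. The microglia list did with the length trend removed (exact permutation test, adjusted p = 0.0303) and with the GC content trend removed, tried after the data were seen (0.0404). It also did without NK4 (0.0202), NK5 (0.0303) or NK6 (0.0404), and the precursor list did without NK4 (0.0202).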

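A list of genes shared by both kinds of MSN, of which the study names Bcl11b, was scored across the 12 libraries. It was 0.26 higher in libraries labelled TAAR5-KO (0.13 ± 0.12 against −0.13 ± 0.28, SD, n = 6 each), in 6 of 6 libraries (two-sided exact permutation p = 0.0173, adjusted over the 14 lists 0.0808). None of its genes was past the threshold over all genes tested, and 6 were past it when adjusted over the list alone, the same number as at an unadjusted p under 0.05. The difference fell to 0.15 without NK11 (exact permutation p = 0.0411, adjusted 0.192), whose score was −0.69 while the other libraries labelled WT lay between −0.11 and 0.04. On library size alone the difference was −0.24, with the shift of all features in it. The direction is that of the labels, which the counts of Taar5 leave open.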

In line with these results, we identified the increased proportion of MSN in the striatum of TAAR5-KO mice by deconvolution of our bulk RNA sequencing. MSN is considered a target for dopamine from substantia nigra pars compacta, and these neurons are the major population of striatal neurons, which is characterized by dense dopamine innervation and high levels of dopamine D1 (D1R) and D2 (D2R) receptor expression [58]. Both MSN populations are more represented in TAAR5-KO mice compared to WT; however, only D2 MSN overrepresentation reaches a statistically significant level. It can be noted that the change in the cell composition of TAAR5-KO mice striatum is accompanied by the upregulation of Trank1 gene expression. This gene was previously identified as a potential marker of both MSN subtypes. On the other hand, despite the biological function of Trank1 in the brain remaining unknown, it is suggested to be involved in immune-related signal regulation [40], synaptic plasticity, and axon guidance [38], and its depletion is associated with anxiety-like behavior [34,67]. 

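The list for D1 receptor-expressing MSN (Drd1, Tac1, Pdyn, Isl1, Sfxn1, Slc35d3, Eya1 and Zfp521), of which the study names Drd1, was 0.17 higher in libraries labelled TAAR5-KO (0.087 ± 0.19 against −0.087 ± 0.27, SD, n = 6 each), in 5 of 6 libraries. The difference was within the spread between libraries (two-sided exact permutation p = 0.227, adjusted over the 14 lists 0.354), and it was 0.069 without NK11 and −0.32 on library size alone, which includes the shift of all features. Of the 8 genes, 6 were higher, 0 past the threshold over all genes tested, 1 when adjusted over the list alone and 1 at an unadjusted p under 0.05. Drd1 (chromosome 13, 54205202 to 54209724) had 16.2 ± 2.50 CPM against 12.0 ± 2.80 CPM (SD, n = 6 each), a log2 fold change of 0.44 (SE 0.15, adjusted p = 0.141 from the likelihood ratio test). Drd1 was past the threshold in 2 of the 12 fits that left out 1 library, with 0.51 without NK6 and 0.52 without NK9. Drd2 (chromosome 9, 49251927 to 49319477) had 13.5 ± 1.66 CPM against 12.1 ± 2.26 CPM (SD, n = 6 each), with a log2 fold change of 0.16 (SE 0.13, adjusted p = 0.662). Whether the D1 and D2 lists differ in their change was not tested, and the Taar5 counts leave open the labels that set both directions.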

So, Trank1 upregulation in TAAR5-KO striatum may mirror cell composition or some compensation of the anxiolytic effect of TAAR5 knockout.

Astrocytes participate in dopaminergic neurotransmission in the striatum [53], express all classes of dopamine receptors [54,55,56], are involved in the striatal dopamine metabolism [57], play a crucial role in the regulation of synaptic strength [68], astrocytes modulate the behavioral output of the mesolimbic dopamine system, specifically reward-related and motivated behaviors [69]. The present study did not make it possible to identify the reason for the slight astrocyte number reduction in knockout mice. However, it may be assumed that the decline of astrocyte proportion in the striatum of TAAR5-KO mice may be related to the changes in dopamine neurotransmission and metabolism. However, further studies of the role of TAARs in the functioning of astrocytes and the influence of the trace amine system and its receptors on glia are extremely important.

Taking into account the weak degree of identified TAAR5 depletion-related alterations described above, we additionally analyzed the changes in gene coexpression networks between TAAR5-KO and WT mice. These results demonstrated the activation of genes that are involved in morphogenesis, especially in neurogenesis, synaptogenesis, and neural differentiation.

Intriguingly, recent evidence suggests that adult neurogenesis may occur not only in subventricular and subgranular zones of the brain but also in several other zones, including the striatum [53]. The identified complex upregulation of genes involved in neuronal network morphogenesis may mirror previously described activation of adult neurogenesis in TAAR5-KO mice [54]. The identified associations also are consistent with previously identified improvement of cognitive functions in TAAR5 knockout mice [13].

Striatal synaptic plasticity is suggested as a potential mechanism for the acquisition and maintenance of controlling timing behavior [70]. Previously, TAAR5-KO mice demonstrated higher performance in temporal decision-making tasks compared to WT littermates. The synaptic plasticity of striatal neurons is also significant for motor coordination and balance, as it was identified in the neurodegenerative disease models [71,72,73,74]. It may be speculated that the activation of genes involved in synaptogenesis and synapse organization, identified in the present study, is the molecular basis of complex motor coordination improvement in TAAR5-KO mice along with TAAR5-KO effect on the cerebellum [8].

The main strength of the present study is the application of RNA sequencing for the estimation of TAAR5 knockout in the gene expression profile, as this method is precise and has high sensitivity, which allows for the detection of low-abundance transcripts and mild differences in gene expression levels between study groups. However, our study has some limitations. A considerable proportion of identified alterations are associated with the neuron’s growth and development, or synaptogenesis. Thus, the animals’ age (10 months) may mitigate the impact of TAAR5 gene knockout on these processes. It will be necessary to further confirm these identified relationships in younger animals, demonstrating more intensive neuron arborization. Likewise, our conclusions are based on the study of three male and three female mice in each group (TAAR5-KO and WT), which might limit the generalizability of the findings and reduce the statistical power of detecting subtle changes in gene expression. Another significant limitation is the selected false discovery rate cut-off value. The genes for which *P*_adj_ < 0.1 were considered significantly differentially expressed in TAAR5-KO mice in this study. To overcome this limitation, we analyzed the identified gene clusters using the GO enrichment method, which identifies genes associated with common functions. Despite these limitations, the identified features of the striatal transcriptome in TAAR5-KO mice are consistent with current findings and can be explained in light of previously published results. Also, there are limitations associated with the generalizability of findings from a mouse model to human conditions that can be of a fundamental nature. For example, species-related pharmacological differences were previously identified when human and mouse TAAR1 ligand specificity was estimated [75].

The present findings demonstrate that the elimination of TAAR5 in mice may cause both expression pattern changes and cell composition alterations in the striatum. Additionally, WGCNA allows to reveal the pronounced differences in the expression of genes involved in the neurogenesis and synaptogenesis between TAAR5-KO mice and their WT littermates, and the cell type deconvolution analysis identified the higher relative abundance of D2 medium spiny neurons in the striatum These findings extend previous the results of previous studies that show activation of adult neurogenesis and cognitive functions and motor coordination in TAAR5-KO mice. Since the TAAR5 knockout effects, among others, are associated with the decline of anxiety-like and depressive-like behavior in mice, it is considered a prospective target for neuropsychiatric disorders pharmacotherapy. Further studies are necessary to identify the impact of TAAR5 knockout or inactivation on the behavior and cerebral functions, including the investigation of the molecular background of the identified phenotypic changes.

## 5. Conclusions

TAAR5 is the second of the most studied trace amine-associated receptors after TAAR1, which is suggested to recognize tertiary amines like trimethylamine. Previously, its knockout in mice demonstrated the enhancing effect on neurogenesis and dopaminergic neurotransmission. To estimate the role of the TAAR5 gene in the striatum, we performed large-scale transcriptome profiling in the striatum using RNAseq in TAAR5-KO mice and their wild-type littermates. Our results confirm the TAAR5 significance for striatal morphogenesis and functioning. Estimating differential gene expression revealed the impact of TAAR5 gene depletion on the genes involved in dopaminergic signaling regulation and genes involved in mRNA transcription and maturation. Meanwhile, genes involved in mRNA transcription and maturation are also higher expressed in TAAR5-KO mice striatum. Genes involved in gliogenesis and genes of Ras-ERK axis components are downregulated in the striatum TAAR5-KO mice. The gene coexpression network analysis revealed associating TAAR5 knockout with cell growth, morphogenesis, and synaptogenesis. In accordance with these data, the deconvolution analysis revealed that TAAR5-KO striatum samples contain more D2 dopamine receptor-expressing MSNs than in wild-type mice and a lower relative abundance of astrocytes.

However, the observed effect of TAAR5 gene knockout on cell type proportions in mouse striatum points to the need for a more detailed investigation of the role of TAAR5 in glial processes in middle-aged subjects. Also, considering the effect of TAAR5 gene knockout on the cell type proportions in mouse striatum points to the need for a more detailed investigation of the role of TAAR5 in glial processes in middle-aged subjects’ composition of a 10-month-old mouse, it may be interesting from the point of view of striatum formation of different developmental stages and its aging. Further studies in younger animals and comparison of sequencing data from other brain regions associated with the dopaminergic system and others will be essential to understanding the functions of TAAR5 and the processes in which they participate. This is especially important in considering TAAR5 as a prospective target for therapy of neuropsychiatric disorders.

## Figures and Tables

**Figure 1:**
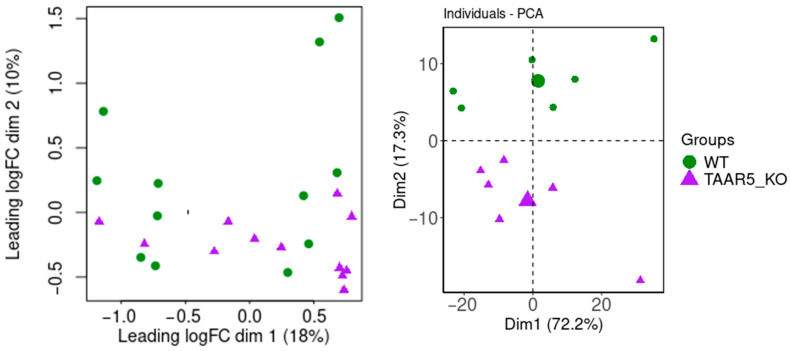
Multidimensional scaling (MDS) based on the log-fold changes between each pair of RNA samples of the top 500 expressed genes (**a**) and principal component analysis (PCA) plot of the top 500 expressed genes (**b**) for striatum RNA sequencing in control samples vs. TAAR5-KO samples.

**Figure 2:**
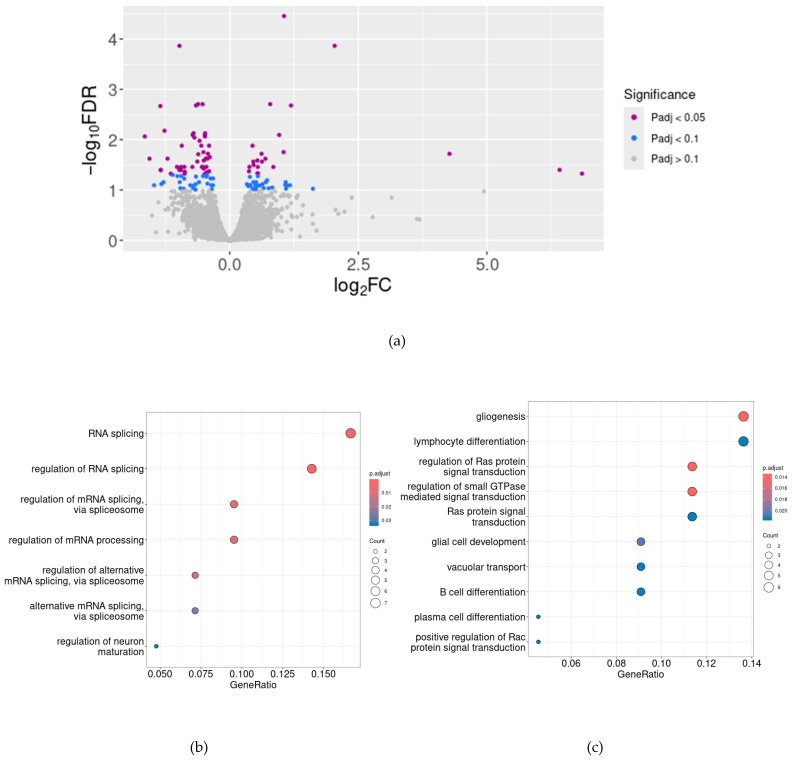
Differential expression analysis in the striatum of TAAR5-KO and WT mice. The volcano plot (**a**) shows the fold change (*x*-axis) versus the *P*_adj_ (*y*-axis). The significance (*P*_adj_) and the fold-change are converted to −Log_10_(*P*_adj_) and Log_2_(fold-change), respectively. The genes increased in the striatum of TAAR5-KO mice are represented in the upper-right part of the volcano, i.e., have log_2_ FC >  0, and genes that were decreased in the striatum of TAAR5-KO mice are in the upper-left part of the plot. The dot plots represent the Gene Ontology (GO) biological process terms’ enrichment in the cluster of genes, which are higher expressed in TAAR5-KO mice (**b**) or WT (top 10 terms are represented, (**c**)).

**Figure 3:**
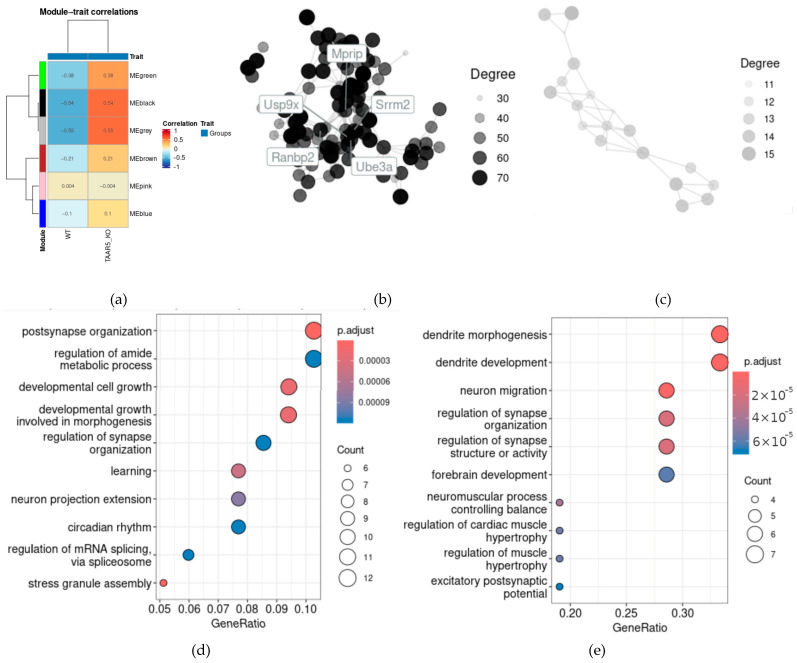
Gene coexpression network alteration in the striatum of TAAR5-KO mice. (**a**) Heatmap of the module–trait relationships with corresponding correlation coefficients; (**b**) coexpression network, represented correlations between the most coexpressed genes in the “black” cluster (r > 0.9); the list of nodes (genes) is listed in the Supplementary Table S1; (**c**) coexpression network, represented correlations between the most coexpressed genes in the “gray” cluster; the list of nodes (genes) is listed in the Supplementary Table S2; the dot plots representing the Gene Ontology (GO) biological process terms’ enrichment in the “black” (**d**) and gray (**e**) modules, respectively.

**Figure 4:**
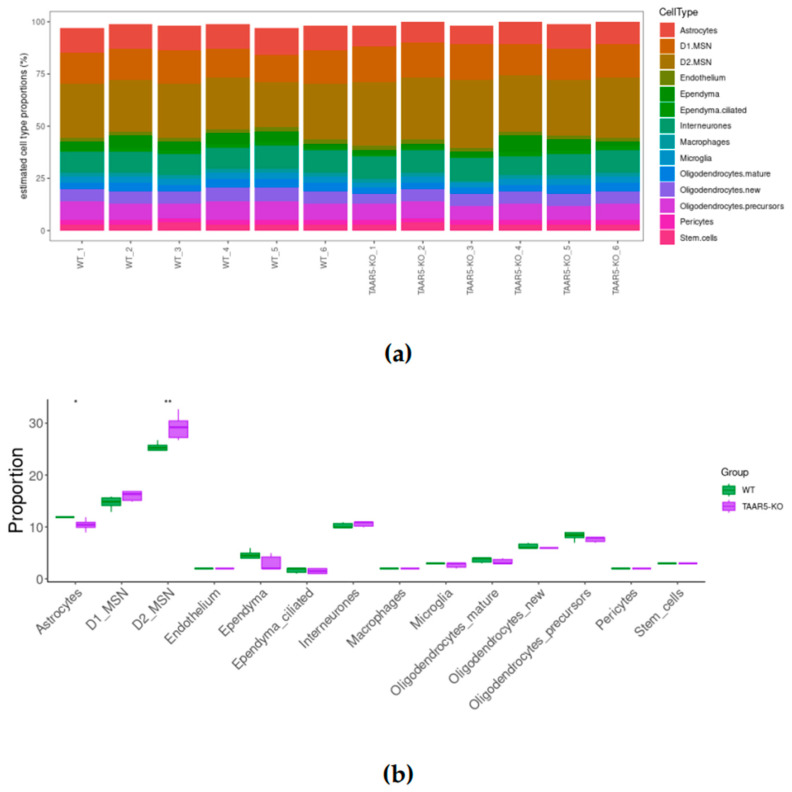
Estimation of cell-type proportions in TAAR5-KO and WT striatum by bulk RNA sequencing deconvolution. (**a**) A bar plot illustrating the total proportions of cell types for each sample. Each bar represents an individual sample, *y*-axis shows the estimated proportion of each of the five cell types. Samples were ranged automatically by similarity; V7–V12 are TAAR5-KO samples, and V13–V18 are WT samples. (**b**) The box plot represents the relative abundances of cell fractions in the striatum of TAAR5-KO and WT mice. *—*p* value < 0.05, **—*p* value < 0.01.

**Table 1:** The genes involved in central nervous system function which are differentially expressed in TAAR5-KO striatum.

Gene	Function in the Nervous System and Dopaminergic Neurotransmission
Upregulated in TAAR5-KO	
*Lrrk2*	A member of the leucine-rich repeat kinase family involved in vesicle trafficking, cytoskeleton regulation—including interactions with microtubules or actin—and regulation of endolysosomal system activity [35] is suggested to also be involved in dopaminergic signaling regulation in the striatum [36,37], neurodegeneration, and Parkinson’s disease pathogenesis [38].
*Trank1*	The bipolar disorder risk gene [39], which is highly expressed in the striatal neurons [34], is suggested to be involved in immune-related signal regulation [40], synaptic plasticity, and axon guidance [38].
*Gpr155*	The Orphan GPCR is commonly expressed in the striatum and hippocampus and takes part in cognition and limbic systems functioning [41].
*Calb1*	Expressed in the substantia nigra dopamine neurons and is involved in the reward response [42].
*Mir124a-1hg*	Involved in axonogenesis and synaptogenesis [43].
*Cntnap3*	
*Lrtm1*	Suggested to be a surface marker of dopamine neuron progenitors [44].
Downregulated in TAAR5-KO	
*Tunar*	Negative regulators of neural differentiation [45,46].
*Disp3*	
*Grin2c*	Glqun2C subunit of the NMDA receptor, which modulates dopamine release in the striatum [47].
*Olig1*	Oligodendrocyte transcription factor 1 is involved in oligodendrocyte development and, especially, in remyelination in the adult brain [48].
*Camk2d*	The gene of calcium/calmodulin-dependent protein kinase II (CaMKII) is principal for striatum-associated cognitive function and striatal synaptic transmission [49] and functions like an excitability rheostat of striatal MSNs by coordinating excitatory synaptic drive and the resulting depolarization response [50].

## Data Availability

The GEO (Gene Expression Omnibus) accession number for the RNA sequencing data reported in this paper is GSE276664. Accessed on 8 September 2024.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells13221910/s1. Table S1: “Black” coexpression striatal transcriptome module related to the TAAR5-KO genotype; Table S2: “Grey” striatal coexpression transcriptome module related to the TAAR5-KO genotype.

# Supplementary material for: Knocking Out TAAR5: A Pathway to Enhanced Neurogenesis and Dopamine Signaling in the Striatum
**Source:** Cells. 2024 Nov 19;13(22):1910. doi: 10.3390/cells13221910
**Supplement:** Supplementary file 1

## SUPPLEMENTARY

**Supplementary Table S1.**

“Black” co-expression striatal transcriptome module related with TAAR5-KO genotype

| Gene Symbol | Gene name                                                    |
|-------------|--------------------------------------------------------------|
| Dst         | dystonin                                                     |
| Acsl3       | acyl-CoA synthetase long-chain family member 3               |
| Unc80       | unc-80, NALCN activator                                      |
| Ncl         | nucleolin                                                    |
| Prrc2c      | proline-rich coiled-coil 2C                                  |
| Akt3        | thymoma viral proto-oncogene 3                               |
| Hnrnpu      | heterogeneous nuclear ribonucleoprotein U                    |
| Cdc42bpa    | CDC42 binding protein kinase alpha                           |
| Gad1        | glutamate decarboxylase 1                                    |
| Meis2       | Meis homeobox 2                                              |
| Bltp1       | bridge-like lipid transfer protein family member 1           |
| Cacna1e     | calcium channel, voltage-dependent, R type, alpha 1E subunit |
| Norad       | non-coding RNA activated by DNA damage                       |
| Snhg11      | small nucleolar RNA host gene 11                             |
| Nckap1      | NCK-associated protein 1                                     |
| Caprin1     | cell cycle associated protein 1                              |
| Nbea        | neurobeachin                                                 |
| Csde1       | cold shock domain containing E1, RNA binding                 |
| Ube2d3      | ubiquitin-conjugating enzyme E2D 3                           |
| Trim44      | tripartite motif-containing 44                               |
| Pcdh10      | protocadherin 10                                             |
| Gria2       | glutamate receptor, ionotropic, AMPA2 (alpha 2)              |
| Ptprd       | protein tyrosine phosphatase receptor type D                 |
| Lrrc7       | leucine rich repeat containing 7                             |
| Penk        | preproenkephalin                                             |
| Prkacb      | protein kinase, cAMP dependent, catalytic, beta              |
| Negr1       | neuronal growth regulator 1                                  |
| Ppp1cb      | protein phosphatase 1 catalytic subunit beta                 |
| Ttll7       | tubulin tyrosine ligase-like family, member 7                |
| Zfp644      | zinc finger protein 644                                      |
| Macf1       | microtubule-actin crosslinking factor 1                      |

|           |                                                                            |
|-----------|----------------------------------------------------------------------------|
| Tcaf1     | TRPM8 channel-associated factor 1                                          |
| Hnrnpa2b1 | heterogeneous nuclear ribonucleoprotein A2/B1                              |
| G3bp2     | G3BP stress granule assembly factor 2                                      |
| Serbp1    | serpine1 mRNA binding protein 1                                            |
| Etnk1     | ethanolamine kinase 1                                                      |
| Gabrb3    | GABRB3, gamma-aminobutyric acid type A receptor subunit beta 3             |
| Ube3a     | ubiquitin protein ligase E3A                                               |
| Ipw       | imprinted gene in the Prader-Willi syndrome region                         |
| Akap9     | A kinase anchor protein 9                                                  |
| Grm5      | glutamate receptor, metabotropic 5                                         |
| Bcas1     | brain enriched myelin associated protein 1                                 |
| Spock3    | sparc/osteonectin, cwcv and kazal-like domains proteoglycan 3              |
| Ptn       | pleiotrophin                                                               |
| Fam168a   | family with sequence similarity 168, member A                              |
| Calr      | calreticulin                                                               |
| Fat3      | FAT atypical cadherin 3                                                    |
| Sesn3     | sestrin 3                                                                  |
| Aplp2     | amyloid beta precursor-like protein 2                                      |
| Arhgef12  | Rho guanine nucleotide exchange factor 12                                  |
| Ntrk3     | neurotrophic tyrosine kinase, receptor, type 3                             |
| Septin7   | septin 7                                                                   |
| Myo9a     | myosin IXa                                                                 |
| Herc1     | HECT and RLD domain containing E3 ubiquitin protein ligase family member 1 |
| Ddx6      | DEAD-box helicase 6                                                        |
| Arpp19    | cAMP-regulated phosphoprotein 19                                           |
| Syne1     | spectrin repeat containing, nuclear envelope 1                             |
| Serinc1   | serine incorporator 1                                                      |
| Tmem30a   | transmembrane protein 30A                                                  |
| Ranbp2    | RAN binding protein 2                                                      |
| Plcb1     | phospholipase C, beta 1                                                    |
| Ubr3      | ubiquitin protein ligase E3 component n-recognin 3                         |
| Eps15     | epidermal growth factor receptor pathway substrate 15                      |
| Usp34     | ubiquitin specific peptidase 34                                            |
| Rtn4      | reticulon 4                                                                |
| Aff4      | AF4/FMR2 family, member 4                                                  |
| Anks1b    | ankyrin repeat and sterile alpha motif domain containing 1B                |
| Nsg2      | neuron specific gene family member 2                                       |

|          |                                                                                                   |
|----------|---------------------------------------------------------------------------------------------------|
| Mprip    | myosin phosphatase Rho interacting protein                                                        |
| Taok1    | TAO kinase 1                                                                                      |
| Atp2b1   | ATPase, Ca++ transporting, plasma membrane 1                                                      |
| Cyld     | CYLD lysine 63 deubiquitinase                                                                     |
| Spag9    | sperm associated antigen 9                                                                        |
| Ddx5     | DEAD box helicase 5                                                                               |
| Spock2   | sparc/osteonectin, cwcv and kazal-like domains proteoglycan 2                                     |
| Dgkb     | diacylglycerol kinase, beta                                                                       |
| Arhgap5  | Rho GTPase activating protein 5                                                                   |
| Atp6v1d  | ATPase, H+ transporting, lysosomal V1 subunit D                                                   |
| Hsp90aa1 | heat shock protein 90, alpha (cytosolic), class A member 1                                        |
| Myt1l    | myelin transcription factor 1-like                                                                |
| Eif5     | eukaryotic translation initiation factor 5                                                        |
| Prkar1a  | protein kinase, cAMP dependent regulatory, type I, alpha                                          |
| Nrxn3    | neurexin III                                                                                      |
| Slmap    | sarcolemma associated protein                                                                     |
| Fzd3     | frizzled class receptor 3                                                                         |
| Akap11   | A kinase anchor protein 11                                                                        |
| Nrsn1    | neurensin 1                                                                                       |
| Rims2    | regulating synaptic membrane exocytosis 2                                                         |
| Mycbp2   | MYC binding protein 2, E3 ubiquitin protein ligase                                                |
| Mbnl2    | muscleblind like splicing factor 2                                                                |
| Son      | Son DNA binding protein                                                                           |
| Ttc3     | tetratricopeptide repeat domain 3                                                                 |
| Tulp4    | tubby like protein 4                                                                              |
| Srrm2    | serine/arginine repetitive matrix 2                                                               |
| App      | amyloid beta precursor protein                                                                    |
| Hsp90ab1 | heat shock protein 90 alpha (cytosolic), class B member 1                                         |
| Enpp5    | ectonucleotide pyrophosphatase/phosphodiesterase 5                                                |
| Pde10a   | phosphodiesterase 10A                                                                             |
| Meg3     | maternally expressed 3                                                                            |
| Calm2    | calmodulin 2                                                                                      |
| Ankrd12  | ankyrin repeat domain 12                                                                          |
| Pura     | purine rich element binding protein A                                                             |
| Smarca2  | SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2 |
| Usp9x    | ubiquitin specific peptidase 9, X chromosome                                                      |

|         |                                                                         |
|---------|-------------------------------------------------------------------------|
| Rgs7bp  | regulator of G-protein signalling 7 binding protein                     |
| Kcnq3   | potassium voltage-gated channel, subfamily Q, member 3                  |
| Mobp    | myelin-associated oligodendrocytic basic protein                        |
| Malat1  | metastasis associated lung adenocarcinoma transcript 1 (non-coding RNA) |
| Kif5b   | kinesin family member 5B                                                |
| Atrx    | ATRX, chromatin remodeler                                               |
| Prepl   | prolyl endopeptidase-like                                               |
| Gnal    | guanine nucleotide binding protein, alpha stimulating, olfactory type   |
| Ddx3x   | DEAD box helicase 3, X-linked                                           |
| Arhgef9 | CDC42 guanine nucleotide exchange factor 9                              |
| Plp1    | proteolipid protein (myelin) 1                                          |
| Tro     | trophinin                                                               |
| Huwe1   | HECT, UBA and WWE domain containing 1                                   |
| Cnksr2  | connector enhancer of kinase suppressor of Ras 2                        |

### Supplementary Table S2.

“Grey” striatal co-expression transcriptome module related with TAAR5-KO genotype

| Gene Symbol | Gene name                                               |
|-------------|---------------------------------------------------------|
| Spred1      | sprouty protein with EVH-1 domain 1, related sequence   |
| Ano3        | anoctamin 3                                             |
| Caln1       | calneuron 1                                             |
| Ppp3ca      | protein phosphatase 3, catalytic subunit, alpha isoform |
| Mef2a       | myocyte enhancer factor 2A                              |
| Ppp1r9a     | protein phosphatase 1, regulatory subunit 9A            |
| Camk2b      | calcium/calmodulin-dependent protein kinase II, beta    |
| Myh10       | myosin, heavy polypeptide 10, non-muscle                |
| Hspa8       | heat shock protein 8                                    |
| Arpp21      | cyclic AMP-regulated phosphoprotein, 21                 |
| Rasl10b     | RAS-like, family 10, member B                           |
| Bcl11b      | B cell leukemia/lymphoma 11B                            |
| Phactr1     | phosphatase and actin regulator 1                       |
| Dgkh        | diacylglycerol kinase, eta                              |
| Mrtfb       | myocardin related transcription factor B                |
| Adcy5       | adenylate cyclase 5                                     |
| Gsk3b       | glycogen synthase kinase 3 beta                         |

|          |                                                                   |
|----------|-------------------------------------------------------------------|
| Tomm70a  | translocase of outer mitochondrial membrane 70A                   |
| Pafah1b1 | platelet-activating factor acetylhydrolase, isoform 1b, subunit 1 |
| Pum2     | pumilio RNA-binding family member 2                               |
| Neto1    | neuropilin (NRP) and tolloid (TLL)-like 1                         |

How the deposited data were processed for this re-analysis (not part of the article)

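RNA sequencing of the striatum was analysed for 6 TAAR5-KO and 6 WT mice of 10 months. The authors isolated total RNA, removed ribosomal RNA with a depletion kit, made directional libraries and sequenced single-end reads of 100 bases. They trimmed the reads, aligned them with STAR 2.7.11b to GRCm39 and counted them per gene of GENCODE M35 with featureCounts 2.0.6. The authors deposited whole-number counts per gene, without normalization and without pooling of replicates, together with the length of the merged exons of each gene. The strand setting, and the treatment of reads that map to several places or overlap several genes, are not named in the paper's text, so a gene with a near-identical copy or an overlapping neighbour is uncertain. Each column carries a genotype and a number from NK1 to NK12 that is not tied to an animal, so a column was used as a replicate of its genotype, with no sex and no pairing. A further 12 columns of per-library counts were not used here. Taar5 was counted in the libraries labelled TAAR5-KO, so genotypes are given as labels.

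Everything after the counts was computed anew. Features with a CPM of at least 0.5 in at least 3 libraries were kept. Normalization used TMM factors, and dispersions were estimated with estimateDisp in edgeR 4.0.16 (R 4.3.3). Genotypes were compared with glmFit and glmLRT, without covariates, and called at a Benjamini–Hochberg adjusted p under 0.1, the paper's test and threshold. The quasi-likelihood test of edgeR was computed beside it. Standard errors of log2 fold changes were derived from the same fit. DESeq2 1.42.0 was run with its size factors and default independent filtering, and an adjusted p that it gives as missing stayed missing. Values with 1 number per library were tested by enumeration of all assignments of the libraries to 2 groups of 6, two-sided. Correlations across libraries with a continuous measure used 100000 permutations.

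The MDS used plotMDS of limma 3.58.1 with 500 genes selected for each pair, and the PCA used the 500 genes of highest mean log2 CPM, centred and scaled. The log2 CPM had a prior count of 2. Module lists were taken from the supplementary tables, since the detection of modules was not repeated. An eigengene is the first principal component of the scaled values of a list, signed to correlate with their mean. Edges are pairs with Pearson's r over 0.9 across the 12 libraries. A list of splicing factors was fixed by symbol and tested with camera at a preset correlation of 0.01. The deconvolution was not repeated, because its reference was not used here, and 14 lists of marker genes stood in for cell types: D2 MSN, D1 MSN, pan-MSN, astrocyte, mature oligodendrocyte, oligodendrocyte precursor, microglia, endothelium, ependyma, interneuron, choroid plexus, cortical pyramidal neuron, vascular leptomeningeal cell and immediate early genes. No gene is in more than 1 of these lists. The members of the mature oligodendrocyte, microglia and pan-MSN lists are not reported here one by one. Enrichment of gene ontology terms was not repeated.

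The named genes were those that the paper names in its results, Table 1 and discussion, the 10 with the smallest adjusted p, and the 5 higher and 5 lower called genes with the largest log2 fold change. This rule, the tests, the lists and the alternatives were fixed before the data were examined, except where the text says otherwise. The alternatives were the quasi-likelihood test, DESeq2, library size as the only scaling, the RLE size factors in edgeR, filterByExpr, no filter, an adjusted p under 0.05, removal of each library's trend on gene length through offsets, other gene selections for MDS and PCA, other scales for modules and scores, and leaving out each library in turn. Added after the data were seen were the CPM filter on TMM library sizes for the calls, removal of ribosomal RNA features, robust dispersions, the ribosomal RNA share as a covariate, and removal of each library's trend on GC content. Trends were fitted per library by loess with a span of 0.5. GC content and biotype came from the genome with GENCODE M39, a later release than the authors', and were known for 13871 of the 13902 features tested (99.8%).

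Total counts ran from 11269915 to 34824450 per library, and 78.1% of all counts were on Rn18s-rs5, so the precision of other genes follows from the counts outside ribosomal RNA. A count of 0 was read as up to 3 counts. The test across genes was tested on simulated data with the means, dispersions and library sizes of these libraries and known changes in a part of the 13902 genes. The likelihood ratio test recovered 35.1% of 57 genes changed by 0.5 on the log2 scale, 84.1% of 69 changed by 1 and 100% of 74 changed by 2. It made 178 calls, of which 26 (14.6%) were false, more than the 10% that the threshold allows. The quasi-likelihood test made 157 calls with 12 false (7.64%) and recovered 28.1%, 82.6% and 97.3%. DESeq2 made 155 calls with 14 false (9.03%). With no gene changed, the likelihood ratio test called 0 of the 13902 genes. Camera returned 7.48e-27 for a changed set of the size of the splicing list and 0.984 for an unchanged one. Each gene was drawn independently of the others and each simulation was run once. The simulations therefore do not show how the tests behave where genes vary together. In the data, other splits of the libraries gave up to 893 calls, and 43 gave a camera p under 0.05.

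Closest copies of 4 named features were found by aligning their sequences to the transcripts of the annotation with blastn and taking the best-scoring match among the tested genes. These features and this rule were settled after their values were seen. A first version, which took the match with the most counts, had paired Rps3a3 with Mapkap1 through a read-through transcript, and a second, with a minimum number of counts, was also dropped. How often other groupings of the libraries give as many calls was counted over 100 of the 462 splits into 6 and 6, the real one included.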

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

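All tests of explanations in this part were chosen only after the results were seen, except that of ventricular tissue by the choroid plexus list. In groups of 6 libraries, a lowest or highest library was noted when its gap to the nearest other exceeded Dixon's 95% critical value. Over 150 groups of scores and named genes this gave 11 libraries, where chance gives 7.5, with 3 labelled TAAR5-KO and 8 labelled WT.

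Of these 11, 4 belonged to NK11, labelled WT, and concern genes of MSN. The score of the D2 MSN list was −0.44 in NK11, against −0.09 to 0.10 in the other libraries labelled WT. The D1 MSN score was −0.61 (others −0.07 to 0.12) and the pan-MSN score −0.69 (others −0.11 to 0.04). For Drd1 the log2 CPM was 2.81, against 3.52 to 3.93. The 3 lists share no gene, although Drd1 is in the D1 list. A candidate explanation is that more tissue from outside the striatum was dissected with this library. The cortical pyramidal neuron score of NK11 was 0.61, but NK12 had 0.82 with MSN scores of only −0.088 (D2), −0.056 (D1) and −0.11 (pan-MSN), so cortical tissue and another cause cannot be told apart for this library. All 8 genes of the cortical list were also expressed past the filter in these striatal libraries, the most abundant being Slc17a7 with a mean of 30.5 CPM. The differences between labelled genotypes in the MSN lists depend on NK11, since without it they were 0.023 (D2), 0.069 (D1) and 0.15 (pan-MSN).

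The choroid plexus score of NK12, labelled WT, was −2.14, against 0.53 to 1.78 in the other libraries labelled WT. Among libraries labelled TAAR5-KO the scores were −2.32 in NK1, −2.08 in NK2, −2.08 in NK3, 2.53 in NK4, 1.33 in NK5 and −1.73 in NK6, so low values were not peculiar to NK12. The most abundant gene of the list, Ttr, had 1.38 CPM in NK12 and 428 CPM in NK4. Ventricular tissue in the slice may explain such a range. The genotypes did not differ in the list (score difference −1.45, two-sided exact permutation p = 0.216, lower in 4 of 6 libraries labelled TAAR5-KO), and whether ventricular tissue added to the called genes cannot be told apart with 6 libraries of this spread. No biological explanation was tested.

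The other 6 single libraries concern genes named in the text. The log2 CPM of Prrc2c was 5.79 in NK7 (other libraries labelled WT 5.51 to 5.59), and that of Tcaf1 was 5.56 in NK8 (others 5.37 to 5.43). Gm37899 had 2.34 in NK1 against 1.64 to 1.85 in the other libraries labelled TAAR5-KO. For 3 values the counts were low: 5330406M23Rik had −1.99 in NK2 (others −0.85 to −0.58, at most 22 counts), Gm47075 had −2.67 in NK4 (others −0.55 to 0.48, at most 45 counts) and −3.39 in NK10 (others −1.42 to −0.99, at most 18 counts). No explanation was tested for these 6, and their number is within what chance gives over 150 groups.

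The features of the TEC class, which the paper does not discuss, were shifted as a class. Of 478 tested, 421 were higher in libraries labelled TAAR5-KO and 30 were past the threshold, all higher, with a median log2 fold change of 0.51. No TEC feature had a whole group at the floor, so the median needed no bound. The direction follows labels that the Taar5 counts leave open. The mean score of the class was 0.37 higher in 6 of 6 libraries (two-sided exact permutation p = 0.00433, adjusted over 6 classes 0.0260). With 1 library left out the median lay between 0.40 and 0.57. On library size alone it was −0.034, on a scale where all features shift downwards. Long non-coding RNAs were 0.11 higher (p = 0.0152 by the same exact test, adjusted 0.0455, 6 of 6 libraries), with 477 of 704 higher and a median of 0.13. TEC features have a median GC content of 38.5%, against 48.5% for all features tested.

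A bias of GC content as the whole cause is argued against by the median of 0.32 that remained for TEC features when each library's trend on GC content was removed. The class score was then 0.22 higher in 6 of 6 libraries (exact permutation p = 0.00433, adjusted over 6 classes 0.0195). In that setting 9 TEC features were past the threshold against 30, so GC content as a part of the cause stays open. With the ribosomal RNA share as a covariate the median was 0.36, and with the trend on gene length removed it was 0.54. A larger share of unspliced or nuclear RNA in the libraries labelled TAAR5-KO is a candidate explanation, since many TEC features lie in transcribed regions outside mature messages. It would lower the share of mitochondrial messenger RNA, whose 7 genes were 0.11 lower (exact permutation p = 0.318, adjusted 0.382, in 5 of 6 libraries). With the GC content trend removed they were 0.30 lower (exact permutation p = 0.0195, adjusted 0.0292, in 5 of 6 libraries), the direction of this explanation. The test turns with that setting, so a nuclear share and a transcriptional difference between genotypes cannot be told apart here. A biological effect of the genotype stays open and untested.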

How the results depend on the processing

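The ribosomal RNA covariate, the removed ribosomal RNA features, the robust dispersions, the CPM filter on TMM library sizes and every removal of the GC content trend were tests chosen only after the results were seen, as were the module values with a trend removed on the TMM scale. No paired analysis was possible because the columns carry no animal number shared between the genotypes, so the alternatives with a replicate block were not run. The cause of a change was not tested unless stated. All directions follow the labels, which the Taar5 counts leave open.

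The number of differentially expressed genes moved under many settings. The quasi-likelihood test called 63 (43 higher, 20 lower), no filter beyond 1 count 93 (50 higher, 43 lower) of 43668 features, and an adjusted p under 0.05 left 108 (75 higher, 33 lower). Without TMM, on library size alone, 7 were called (0 higher, 7 lower), where the whole distribution shifts. With the ribosomal RNA share as covariate 98 were called (51 higher, 47 lower, 78 shared with the 229), and with the GC content trend removed 106 (72 higher, 34 lower, 94 shared). Within 1.5 times of 229 were DESeq2 (177), the RLE size factors (227, of which 223 shared), filterByExpr (215 of 12254 features), the length trend removed (200, 188 shared), the CPM filter on TMM library sizes (234), the removal of ribosomal RNA features (174) and robust dispersions (190). With the length trend removed, 136 of the 200 were higher, which is 68.0% against 58.1%, while 64 were lower. The fits that each left out 1 library called from 85 without NK11 to 415 without NK4, from 59 to 227 higher and from 26 to 188 lower. The total moved by over 1.5 times without NK1 (114), NK2 (114), NK3 (137), NK4, NK7 (102), NK11 and NK12 (136), and the number lower also without NK6 (63) and the number higher without NK9. Fewer libraries lower the power, but the fits without NK4, NK5 (291) and NK9 (330) called more.

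The share of the first MDS dimension was 36.5% with a common gene selection, 53.0% on library size alone and 25.8% with 1000 genes, and from 25.2% to 30.5% with 1 library left out. Its group difference was 0.87, 0.54 and 0.96 SD in the first 3 of these settings, each with an exact permutation p over 0.05. With 1 library left out it ran from 0.73 SD without NK10 to 1.30 SD without NK4, the only 1 of these fits under 0.05. For the PCA, the share of the first 2 components was 67.9% with the 500 genes of smallest p, 47.0% with the 500 most variable genes, 98.0% on library size alone, 61.6% with CPM without log, and from 59.1% to 63.3% with 1 library left out. With 1 library left out, the difference on the first component ran from 0.55 SD without NK1 to 1.39 SD without NK4, the only fit of these with an exact permutation p under 0.05 (0.0216). In the same fits that on the second component ran from 0.62 SD without NK4 to 1.25 SD without NK9, and passed an exact permutation p of 0.05 without NK1, NK6, NK8 or NK9.

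The module results changed sign with the scale. The correlation of the black eigengene with the TAAR5-KO label was 0.660 on TMM-normalized CPM, 0.594 with the length trend removed, 0.546 with the GC content trend removed on the TMM scale and 0.637 with the length trend removed on the TMM scale, where the value on CPM was −0.222. On log2 CPM it was −0.206, and it lay between −0.349 and −0.0756 with 1 library left out. For the gray eigengene the same 4 settings gave 0.627, 0.556, 0.588 and 0.598, and the fits without 1 library −0.342 to −0.0647. Edges of the black module numbered 170 on the TMM scale, 40 with the length trend removed, 112 with the GC content trend removed and 76 with the length trend removed on the TMM scale, and those of the gray module 8, 6, 16 and 8. On log2 CPM, by Spearman's rho or with 1 library left out (6453 to 6638 black edges, 210 gray edges) the numbers stayed within 1.5 times.

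The set of splicing factors had a mean log2 fold change of −0.40 on library size alone, which is a smaller fall than that of all features, so the change of sign comes with the scale and does not speak against the set. It stayed higher with the length trend removed (0.096) and with the GC content trend removed (0.074), and between 0.078 and 0.10 with 1 library left out.

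Library size alone shifts the median of all features by −0.48, so a sign that turns with it says nothing on a list or gene by itself. On library size alone the differences were −0.39 (D2 MSN), −0.32 (D1 MSN), −0.24 (pan-MSN), −0.39 (endothelium) and −0.47 (cortical pyramidal neuron), and for astrocytes −0.81, with an adjusted p of 0.550. On log2(TPM + 1) they were −0.30, −0.21, −0.28, −0.15 and −0.41 for the same lists, −0.061 for immediate early genes, and −0.72 for astrocytes with an adjusted p of 0.619. The pan-MSN list passed 0.05 after adjustment with the GC content trend removed (0.34, adjusted p = 0.0404), by camera (mean log2 fold change 0.25) and without NK6, in a range of 0.15 to 0.30 over the fits without 1 library. For astrocytes these fits gave −0.35 to −0.26, with an adjusted p over 0.05 in each fit without 1 library labelled WT (exact permutation test, 0.0530 without NK12 to 0.121 without NK11). D2 ran from 0.023 to 0.14 and D1 from 0.069 to 0.23. By camera, the mean log2 fold change was 0.13 for ependyma and −0.0098 for cortical pyramidal neurons, against scores of −0.051 and 0.042. With 1 library left out, these 2 lists and the endothelium changed sign, from −0.22 to 0.16 (ependyma), −0.15 to 0.22 (cortical) and −0.011 to 0.088 (endothelium). Camera with its preset correlation called pan-MSN, astrocyte, mature oligodendrocyte, microglia, choroid plexus and immediate early genes at an adjusted p under 0.05. Under fry only astrocytes (0.0227) and microglia (0.0295) held, and with an estimated correlation none did (smallest 0.0811, astrocytes).

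For single genes, the same shift put the log2 fold change on library size alone under 0 for Lrrk2 (−0.11), Trank1 (−0.034), Gpr155 (−0.053), Calb1 (−0.041), Acvr1c (−0.041), Drd1 (−0.093), Drd2 (−0.32), Etnk1 (−0.31), Bltp1 (−0.37), Son (−0.35), Srrm2 (−0.48), Ube3a (−0.33), Usp9x (−0.38), Prrc2c (−0.46), Serbp1 (−0.34), Tcaf1 (−0.36), Atp6v1d (−0.42), Ranbp2 (−0.35) and Mprip (−0.47). Atp6v1d was at −0.0011 with the GC content trend removed. Srrm2 ran from −0.0022 without NK1 to 0.089. Counting single genes and the lists other than MSN and astrocytes, 23 results were weaker on library size alone, 11 under the quasi-likelihood test, 9 with the GC content trend removed, 8 with the ribosomal RNA covariate and 1 with robust dispersions. Stronger were 4 by camera, and 1 each with DESeq2 (Etnk1), the GC content trend removed and the length trend removed (microglia in both). The share of called genes within 10 Mb of Taar5 had an odds ratio of 0 under the quasi-likelihood test, which called 0 of the 67 genes there (10 had an unadjusted p under 0.05).

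Depth limits the results on low genes. Between 1819907 and 6399188 counts per library lay outside features annotated as ribosomal RNA, with Lars2, Mir6236 and Gm15564 among them. A count of 0 allows up to 0.362 CPM in NK10, so that Taar5 and other features of low expression rest on few reads.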

Differences from the paper's values

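The values compared here come from tests set before the data were examined, unless a sentence says that a setting was chosen after the values were seen. With the paper's test and threshold, and the CPM filter on library sizes, 229 genes were differentially expressed, against the paper's 122. The paper does not say on which library sizes its filter was based. With the filter on TMM library sizes, which gave the paper's number of features, 234 were, a setting for the calls chosen after the values were seen. DESeq2 (177), no filter (93) and an adjusted p under 0.05 (108) came within the limits set for a difference, as did 6 of the 12 fits without 1 library, and the other 5 alternatives did not. Of those added after the values were seen, the ribosomal RNA share as covariate (98), removal of the GC content trend (106) and removal of ribosomal RNA features (174) also came within 1.5 times of it.

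Higher in libraries labelled TAAR5-KO were 133 genes, against the paper's 50. No filter gave 50, the quasi-likelihood test 43 and an adjusted p under 0.05 gave 75, with 5 fits without 1 library, and the other 5 alternatives did not close the gap. The ribosomal RNA covariate, chosen after the values were seen, gave 51, and removal of the GC content trend, also chosen afterwards, 72. The paper's share of differentially expressed genes among those expressed is 0.1%, where 229 of 13902 is 1.65%. The paper's own 122 of 13053 features is 0.935%, so its printed share and its counts differ. For this share the limit was an error between replicates of 0.748 percentage points, which is larger than the printed share itself. Within it came the quasi-likelihood test (0.453%), library size alone (0.0504%), no filter (0.213%) and an adjusted p under 0.05 (0.777%). In 4 fits without 1 library the value also did. So wide a limit does not show that these settings match the printed share. The paper tested 13053 features, and the same filter on CPM gave 13902. It gave 13053 when CPM was computed on TMM library sizes, an alternative set before the data were examined.

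The black module had a correlation with genotype of about 0.54 in Fig. 3a, read by eye, and of −0.222 here on CPM by library size. On TMM-normalized CPM it was 0.660 and with the length trend removed 0.594, and log2 CPM and Spearman's rho did not close the gap. For the gray module the paper's value is 0.54 and the value here −0.215, with 0.627 on TMM-normalized CPM and 0.556 with the length trend removed. With a trend removed on the TMM scale, chosen after the values were seen, the modules had 0.546 and 0.588 (GC content) and 0.637 and 0.598 (length). The paper's 13053 features tested were met with TMM library sizes, so its CPM may have been on that scale. The opposite sign on CPM by library size would then be no difference from the paper. The paper's edges, given next, lay between those of both scales, so its scale stays open. The paper gives 1618 edges for the black module, where 6539 pairs had r over 0.9 here, and 85 for the gray module, where 210 did. None of the alternatives set before the data were examined closed these gaps, with 170 and 8 on the TMM scale. The paper's average depth of 40 M reads per sample stands against a mean of 19.3 M counts on features here; reads and counts are different quantities, and no alternative was run.

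In the volcano plot of Fig. 2a, whose legend places genes of higher expression in TAAR5-KO at the right, the point farthest to the right lies at about 6.8, read by eye. The largest log2 fold change here was 1.79, for 5330406M23Rik, which lay between 1.30 and 1.93 in its alternatives set before the data were examined. The largest fitted decreases were −6.81 for Gm15772, −6.33 for Gm7292, −4.92 for Rps3a3 and −4.28 for Gm14681. Those of Gm15772 and Gm7292 lay near the plot's value only with the sign turned. All of these features had at most 6 counts in any library labelled TAAR5-KO, so their sizes are not measured. The direction of the plot's axis was not settled here. The paper names Camk2a and Adgrd1 among the suppressed genes. Here their log2 fold changes were −0.14 each, with adjusted p of 0.794 and 0.908, and no setting that was run called either. The paper reports more D2 MSN in TAAR5-KO mice by deconvolution, and here the D2 marker score was 0.10 higher in libraries labelled TAAR5-KO, with an exact permutation p of 0.312, and no setting brought the adjusted p of this list under 0.05. The paper's second principal component divides the genotypes, whereas here 1 library labelled TAAR5-KO lay beyond all labelled WT on it and 3 labelled WT beyond all labelled TAAR5-KO. The paper describes the first MDS dimension as separating 1 part in 2 of the TAAR5-KO libraries, and here 4 of 6 lay beyond all libraries labelled WT. By eye, Fig. 1a shows more points than the 12 libraries used here, so whether both plots hold the same samples is not known.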

Other observations

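Tests of other splits of the libraries, gene length, cortical and ventricular tissue, total counts and the region around Taar5 were set before the results were seen. Exceptions were those on splicing, on genes called higher and on the called genes near Taar5. The marker lists and their comparison between genotypes were also fixed beforehand, but not the scores relative to astrocytes. All other tests in this part were chosen only after.

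Taar5 was counted in 6 of 6 libraries labelled TAAR5-KO and in 2 of 6 labelled WT (two-sided exact permutation p = 0.00649, with 1 to 6 counts against 0 to 2). So few reads do not secure a difference between the labels, since the lower bound of the fold was 0.754. If a difference exists, an exchange of genotype labels may explain it. Reads from a remaining part of the gene in the knockout allele may explain it too. Both would give such counts, so they cannot be told apart here. Other sources of so few reads were not tested. All 7 genes of Table 1 that the paper gives as upregulated were higher in the libraries labelled TAAR5-KO, and all 5 downregulated ones lower, so the labels are those under which the paper's directions hold. Whether they name the right animals is a separate matter that the counts leave open.

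Called genes were weighed against other splits of the libraries. Of 100 splits of the 12 libraries, 5 gave at least 229 calls, the real one included, and 51 gave 0 calls, with a median of 0 and a maximum of 893. A grouping of libraries on something other than genotype can therefore give as many genes. The split with 893 calls divided the libraries by their cortical score, as given below. The grouping by genotype is thus among the larger contrasts in the data, and not beyond what 1 split in 20 gives. Within labelled genotypes, the 71 protein-coding genes called higher moved with several measures of the libraries, compared with 10000 random lists matched on expression. Their median r with the slope of expression on GC content was −0.479 (random lists 0.065), with the TEC score 0.454 (random −0.040), with gene length slope 0.361, with the ribosomal RNA percent 0.335 and with total counts 0.401 (random 0.064). Among 18 such tests the smallest p was 2.00e-04, the smallest that the draws can give, or 2.77e-04 adjusted. The 89 protein-coding genes called lower moved the other way, with 0.409, −0.336, −0.313, −0.291 and −0.370 for the same measures. The measures are related to one another and were not separated.

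A bias of GC content in a part of the calls is consistent with the −0.479 of the genes called higher. As the whole cause it was not decided. With its trend removed 94 genes stayed called, but no number was set that would have spoken for this cause. Across genes, which are not independent replicates, the log2 fold change fell with GC content (rho −0.374, and −0.402 to −0.282 with 1 library left out), with a median GC content of 41.8% in genes called higher, 53.3% in genes called lower and 48.5% in all. The slope on GC content differed between the labelled genotypes by less than adjustment over 6 measures allows (exact permutation p = 0.0173, adjusted 0.0519). The ribosomal RNA share as the whole cause was not decided either. The same limit holds for the 78 genes shared with the fit that has it as a covariate. Gene length as the whole cause is argued against by the 200 genes called after its trend was removed. A larger share of unspliced or nuclear RNA may add to the genes called higher, for which the 0.454 with the TEC score is what it predicts. Total counts did not differ (exact permutation p = 0.130), with 6 libraries in each group too few to exclude an effect of depth, so this cannot be told apart from genotype.

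Tissue carried over in dissection was examined with marker lists fixed beforehand. The cortical list (8 of 8 genes past the filter) differed by 0.042 (two-sided exact permutation p = 0.911, adjusted 0.911, higher in 4 of 6 libraries labelled TAAR5-KO), with an SD of 0.65 and 0.68, so a small difference in cortex between the labelled genotypes cannot be told apart from none. The choroid plexus list (10 of 10 genes past the filter) had an exact permutation p of 0.216 and is equally open. Between libraries, the cortical score ran from −1.01 in NK9 to 0.82 in NK12. The split with 893 calls set NK1, NK4, NK5, NK8, NK9 and NK10 (−1.01 to −0.013) apart from the other libraries (0.096 to 0.82). The largest contrast among the splits counted thus divided the libraries by this score, which was seen only afterwards. Whether cortical tissue caused it was not tested. As a cause of the genes called higher, ventricular tissue is argued against by their median within-genotype r of −0.114 with the choroid plexus score, which random lists also gave (−0.113). For genes called lower it stays open, with 0.252 against −0.047 in random lists. Segments of another strain would put called genes beside one another. Of the 229, 66 had another within 1 Mb, against a median of 59 in random lists (permutation p = 0.239), so strain segments cannot be told apart from chance at this number. A group of 4 neighbours, B830012L14Rik, Gm37899, Meg3 and Mirg, was named after its values were seen, and without it 62 remained (permutation p = 0.399).

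Around Taar5, 67 genes within 10 Mb were tested and 3 were called, Nhsl1, Slc18b1 and Enpp1, or 4.48% against 1.63% elsewhere. The odds ratio was 2.82 (Fisher's exact test, two-sided p = 0.0984), and 4.14 within 5 Mb (p = 0.0920) and 1.12 within 20 Mb (p = 0.752). Strain sequence around the targeted locus may explain these 3, and with so few genes it cannot be told apart from chance. It cannot explain the 226 called genes that lie farther away or on other chromosomes.

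The set of splicing factors was higher by as small a camera p in 3 of the 100 splits, the real one included, while 43 splits gave a camera p under 0.05, so the preset correlation is too low for these data. Chance as the cause is argued against by that share. The set moved with the TEC score within labelled genotypes (median r 0.239, random lists −0.046), a candidate explanation being the share of unspliced or nuclear RNA in each library. A response of splicing to the genotype stays open and untested.

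The edges of the black module on CPM may come from the ribosomal RNA share, since dividing by a total that varies with it moves all genes together. The eigengene had r = −0.985 and rho = −0.937 with that share over the 12 libraries (permutation p = 1.00e-05 and 3.00e-05, adjusted over 4 relations 2.00e-05 and 1.20e-04; r = −0.982 without NK7 and NK12), and the edges fell from 6539 to 170 with TMM. Gene length as the cause of the higher eigengene on the TMM scale is argued against by r = 0.637 with the length trend removed, although the genes of the module are long, with a median of 10913 bases against 7569 in random lists (percentile 100 of 10000).

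Astrocyte markers were lower, and a higher share of neurons would lower all other cell types alike. Scores of 5 lists of such types relative to astrocytes were compared between genotypes. The best expressed, that of mature oligodendrocytes, was 0.15 higher (two-sided exact permutation p = 0.0693, adjusted over the 5 lists 0.159, in 5 of 6 libraries). For oligodendrocyte precursors it was 0.11 (exact permutation p = 0.0952, adjusted 0.159). It was −0.0099 for microglia (exact permutation p = 0.879, adjusted 0.879) and 0.050 for vascular leptomeningeal cells (exact permutation p = 0.823, adjusted 0.879). For endothelium it was 0.36 (exact permutation p = 0.0130, adjusted 0.0649), from genes with a median of 0.629 CPM, near the floor. A higher share of neurons and a change in astrocytes alone cannot be told apart, because no list moved apart from astrocytes after adjustment. GC content as the cause is argued against by a difference of −0.27 with its trend removed. A change in the astrocytes themselves, or in their number, stays open, and the genotype is 1 such biological difference that was not separated from the rest. The remaining lists did not differ beyond the spread between libraries. The differences were 0.049 for endothelium (exact permutation p = 0.645, adjusted 0.753, higher in 3 of 6), −0.051 for ependyma (6 of 8 genes used, p = 0.877 by the exact test, adjusted 0.911, lower in 3 of 6), −0.16 for interneurons (exact p = 0.167, adjusted 0.333, lower in 4 of 6), −0.26 for vascular leptomeningeal cells (5 of 7 genes used, exact p = 0.340, adjusted 0.433, lower in 5 of 6) and 0.50 for immediate early genes (8 of 10 genes used, exact p = 0.0974, adjusted 0.227, higher in 5 of 6).

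Some features with near-identical copies were lower in libraries labelled TAAR5-KO. If reads were shared between copies, the sum of both would not differ. The sum of Gm15772 and Rpl26 did not (exact permutation p = 0.357), nor that of Rps3a3 and Rps3a1 (p = 0.972 by the same exact test), and in both the feature in libraries labelled WT was larger than the SD of its partner in libraries labelled TAAR5-KO. In NK10, Gm15772 had 8.32 CPM and Rpl26 0.241, in NK12 7.20 and 0.204, and in NK11 4.72 and 5.36, while in the other libraries Gm15772 had at most 0.110. Reads of the parent gene placed on the copy may thus explain both. For Gm7292 and Norad the sum had an exact permutation p of 0.736, but the SD of Norad, 10.5 CPM, is larger than the 5.45 CPM of Gm7292, and for Gm14681 and Npm1 the sum itself differed (exact permutation p = 0.0281), so for these the explanation cannot be told apart from a change of the gene. Processed pseudogenes held 0.0633% ± 0.0166 of the counts outside ribosomal RNA in libraries labelled TAAR5-KO and 0.0985% ± 0.0332 in libraries labelled WT (SD, n = 6 each, exact permutation p = 0.0584), a comparison of the genotypes that does not test an explanation about some libraries only. Scores of processed pseudogenes were 0.53 in NK10, 0.42 in NK11 and 0.30 in NK12, and at most 0.051 in any other library. In the same order Gm14681 had 10.7, 5.45 and 5.09 CPM, and Npm1 23.5, 24.0 and 23.4 CPM, where the other libraries had at most 0.329 and at least 35.2 CPM. A different alignment of NK10, NK11 and NK12 may explain these values, as may sequence differences of their animals from the reference, and both stay open. The paper found Gm7292, Gm14681 and Gm15772 among WT mice in females only. NK4, NK5 and NK6, labelled TAAR5-KO, also had high Xist counts (given below). They had at most 0.157 CPM of Gm7292, 0.310 CPM of Gm14681 and 0.0620 CPM of Gm15772. A cause shared by all libraries with high Xist counts is thus argued against for these features. Sex together with the label or another cause stays open and was not tested, since sex is not tied to libraries here.

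Scores of other classes of features, adjusted over the same 6 classes, were −0.042 for protein-coding genes (exact permutation p = 0.0541, adjusted 0.108), −0.25 for processed pseudogenes (exact p = 0.117, adjusted 0.175) and −0.043 for ribosomal protein genes (exact p = 0.413, adjusted 0.413), lower than the mean of libraries labelled WT in 5, 6 and 4 of 6 libraries.

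Values of some genes are given per library, with no condition other than the label. Xist had 2, 2, 7, 2301, 3420 and 4869 counts in NK1 to NK6 and 3, 12, 10, 793, 2403 and 4538 in NK7 to NK12. Ddx3y had 127, 136, 140, 0, 0 and 0 counts in NK1 to NK6 and 274, 274, 114, 0, 0 and 1 in NK7 to NK12. The pituitary hormone gene Prl had 3, 0, 1, 2, 111 and 19 counts in NK1 to NK6 and 2, 1, 6, 123, 1006 and 489 in NK7 to NK12. Gm7292 had 0, 0, 0, 2, 1 and 6 counts in NK1 to NK6 and 2, 2, 1, 70, 241 and 567 in NK7 to NK12. The sex of the animals is not tied to libraries here and was not assigned from these values. A difference by sex was therefore not tested and stays open. Xist and Ddx3y counts both set NK1 to NK3 and NK7 to NK9 apart from the other libraries. Astrocyte scores followed this division in libraries labelled TAAR5-KO (−0.37 to −0.26 in NK1 to NK3, −0.057 to 0.053 in NK4 to NK6). In those labelled WT they overlapped (0.11 to 0.23 in NK7 to NK9, 0.067 to 0.26 in NK10 to NK12). No fit or split here has a term for sex or for this division, so any spread between libraries that follows it was left in. Such a term could change the calls.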
